# CMTR1 is recruited to transcription start sites and promotes ribosomal protein and histone gene expression in embryonic stem cells

**DOI:** 10.1093/nar/gkac122

**Published:** 2022-02-25

**Authors:** Shang Liang, Joana C Silva, Olga Suska, Radoslaw Lukoszek, Rajaei Almohammed, Victoria H Cowling

## Abstract

CMTR1 (cap methyltransferase 1) catalyses methylation of the first transcribed nucleotide of RNAPII transcripts (N1 2′-O-Me), creating part of the mammalian RNA cap structure. In addition to marking RNA as self, N1 2′-O-Me has ill-defined roles in RNA expression and translation. Here, we investigated the gene specificity of CMTR1 and its impact on RNA expression in embryonic stem cells. Using chromatin immunoprecipitation, CMTR1 was found to bind to transcription start sites (TSS) correlating with RNAPII levels, predominantly binding at histone genes and ribosomal protein (RP) genes. Repression of CMTR1 expression resulted in repression of RNAPII binding at the TSS and repression of RNA expression, particularly of histone and RP genes. In correlation with regulation of histones and RP genes, CMTR1 repression resulted in repression of translation and induction of DNA replication stress and damage. Indicating a direct role for CMTR1 in transcription, addition of recombinant CMTR1 to purified nuclei increased transcription of the histone and RP genes. CMTR1 was found to be upregulated during neural differentiation and there was an enhanced requirement for CMTR1 for gene expression and proliferation during this process. We highlight the distinct roles of the cap methyltransferases RNMT and CMTR1 in target gene expression and differentiation.

## INTRODUCTION

The RNA cap is added to the initiating nucleotide of RNA pol II (RNAPII) transcripts. It protects RNA from degradation by blocking exonucleases during transcription and identifies RNA as cellular in origin or ‘self’, protecting it from degradation by proteins of the innate immunity pathways (1–3). The most prevalent cap structure, denoted ^m7^GpppX_m_, includes 7-methylguanosine (^m7^G) and first nucleotide ribose O2-methylation (X_m_ or N1 2′-O-Me) (4,5). N1 2′-O-Me prevents RNA interactions with proteins of the innate immune pathways, e.g. IFIT proteins and RIG-I, which bind to the cap in the absence of N1 2′-O-Me and direct RNA degradation (3,6,7). Proteins involved in splicing, nuclear export, RNA processing and translation initiation are also recruited to RNA via the cap (8,9). The role of N1 2′-O-Me in these gene expression processes is unclear; it may influence the recruitment of cap binding proteins which mediate processing events, including translation, although mechanistic information is lacking (10,11). Recent findings demonstrated superior translation of capped RNA with N1 2′-O-Me in certain cell types, although this did not correlate with binding of the translation initiation factor eIF4E, indicating the influence of other factors (12).

Following transcription initiation, a series of enzymes catalyse RNA cap formation, starting with guanosine linkage to the first transcribed nucleotide by a 5′ to 5′ triphosphate bridge (1,8). This cap guanosine is methylated at the N-7 position, the first and second transcribed nucleotides are methylated on the ribose at the O-2 position, and if the first nucleotide is adenosine it may also be methylated at the N-6 position (13). In mammals, cap guanosine N-7 methylation and first transcribed nucleotide ribose O-2 methylation are catalysed by the cap methyltransferases RNMT and CMTR1, respectively, to form the predominant cap structure, ^m7^GpppX_m_ (4,5).

The N1 2′-O-Me methyltransferase, CMTR1 (ISG95, FTSJD2, KIAA0082) (14,15), was first identified in screens for interferon stimulated genes and later was characterized as a cap methyltransferase (16–19). As an interferon stimulated gene (ISG), CMTR1 has been found to be important for the expression of a subset of other ISGs (20). *In vivo*, CMTR1 is required for neuromorphogenesis and brain development, in particular promoting Camk2a expression (21). The mechanisms directing these gene-specific impacts of CMTR1 are not known. CMTR1 has a central methyltransferase core surrounded by several protein:protein interaction domains (14,15,22,23). It is recruited directly to RNAPII C-terminal domain (CTD) via an interaction with the WW domain and this interaction increases when the CTD is phosphorylated on serine-5 of the heptad repeats (22,23). Approximately half of the CMTR1 in the nucleus is present in a complex with the helicase DHX15 which influences RNA translation (23,24). DHX15 represses the catalytic activity of CMTR1 but does bind to RNAPII or influence the RNAPII–CMTR1 interaction.

In order to investigate the role of CMTR1 in gene expression, ChIP-seq analysis was performed in murine embryonic stem cells (ESCs). The highest levels of CMTR1 were found bound to the ribosomal protein (RP) genes and histone genes. For these genes, CMTR1 binding corelated with phosphorylation of Serine-5 of RNAPII CTD at the transcription start site (TSS). Repression of CMTR1 resulted in loss of RNAPII at the TSS and repression of ribosomal protein and histone gene expression. Conversely, the addition of recombinant CMTR1 to isolated nuclei resulted in increased transcription of histone and RP genes. In correlation with regulation of histones and RP genes, repression of CMTR1 resulted in induction of markers of DNA replication stress and damage, and repression of RNA translation. There was enhanced dependency on CMTR1 for gene expression and cell proliferation when ESC were induced to differentiate.

## MATERIALS AND METHODS

### Cell culture and differentiation

Murine ESCs (Embryonic Stem cells) were cultured in Glasgow’s Minimum Essential Medium (Life Technologies), 10% Knockout Serum Replacement (Invitrogen), 1% Non-Essential Amino Acids (Life Technologies), 2 mM L-Glutamine (Life Technologies), 1 mM sodium pyruvate (Life Technologies), 0.35 μM β-mercaptoethanol (Sigma), 100 U/ml recombinant LIF (DSTT, Division of Signal Transduction Therapies, University of Dundee). ESCs were cultured in 0.1% gelatin-coated flasks at 37°C/5% CO_2_. For LIF withdrawal-induced differentiation, 1 × 10^6^cells were seeded on 0.1% gelatine-coated 10 cm plates in ESC medium minus LIF with medium replacement every two days. For neural differentiation, 1–1.6 × 10^6^ cells were seeded on 0.1% gelatine-coated 10 cm plates in N2B27 medium composed of 50% Dulbecco's Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12)/50% Neurobasal Medium (Life Technologies), supplemented with 1% B-27 supplement (Life Technologies), 0.5% N-2 supplement (Life Technologies), 2 mM L-Glutamine (Life Technologies) and 0.35 μM β-mercaptoethanol (Sigma) (25). Medium was replaced every day.

### CRISPR/Cas9 genome targeting

Paired guide RNAs (gRNAs) targeting the end of *Rnmt* and *Cmtr1* gene exon 2 were designed (Supplementary Figure S1). List of gRNAs used for editing (Table 1):

**Table 1.** CRISPR guides

CRISPR guide target	Sequence
*Rnmt* exon 2 HA-GFP KI as	CAGCGAAAGCGTCAGTCGCTTCT
*Rnmt* exon 2 HA-GFP KI s	ATGAGCCCGCTGCTGCTAGCGGT
*Cmtr1* exon 2 HA-GFP KI as	TCCAGAATGTACAGCTCCCCTCA
*Cmtr1* exon 2 HA-GFP KI s	AGCGAATTGGGGAGCTTGCCCGT
*Cmtr1* exon 2 KD as	CCTTTTGCTGCATGATTGACAGA
*Cmtr1* exon 2 KD s	CCACATCTGACGATGAACCTCTC

Antisense gRNAs were cloned into pX335-Cas9-D10A. Sense gRNAs were cloned into pBABED-Puro-U6. ESC cells at ∼70% confluency were transfected using Lipofectamine 2000 (Life Technologies) and 1 μg gRNAs vectors, 3 μg donors. Cells were selected using 1.5 μg/ml puromycin for 2 days. HA-GFP-Rnmt/Cmtr1 KI cells were sorted and GFP positive cells retained. Cells were plated at reduced density in medium supplied with 20% pre-conditioned medium. Single cell colonies were expanded and protein and DNA analysed. For HA-GFP KI ESCs, clones showing no wild-type RNMT/CMTR1 band, but with product approximately 30 kDa larger than the wild-type protein were selected for the genotyping. For *Cmtr1^KD^* ESCs, clones exhibiting significant CMTR1 protein reduction were selected for genotyping. About 200 ng genomic DNA was used in genotyping. Primers were designed to ensure correct insertion of HA-GFP encoding cassette for HA-GFP KI ESCs and knockout of *Cmtr1* for *Cmtr1^KD^*ESCs (Table 2). For HA-GFP-CMTR1 KI ESCs, one *Cmtr1* allele has the designed mutation to create the fusion protein and the other allele has a deletion which prevents expression. Similarly the Cmtr1^KD^ cells have one allele with the KD mutation and one allele with a deletion which prevents expression. To generate ESCs stably expressing HA-CMTR1 in the *Cmtr1^KD^* background, 1 × 10^6^*Cmtr1^KD^* cells were transfected with 2 μg pPyPCAGGS vector (empty-vector or HA-CMTR1) using Lipofectamine 2000 (Life Technologies). Successfully transfected cells were selected with puromycin (1 μg/ml).

**Table 2.** PCR primers

Target	Forward primer	Reverse primer
**ChIP-qPCR targets**		
*Actin* TSS	CCGAAAGTTGCCTTTTATGG	AAGGAGCTGCAAAGAAGCTG
*Sox2* TSS	CCCATTTATTCCCTGACAGC	GGGCTCCAAACTTCTCTCCT
*Hist2h4* TSS	CAATCTGGTCCGATCCTCTCA	CCCTTTCCACCCTTTCCTCT
*Hba-a1* TSS	GGGTAGAGCAAGCACAAACC	AGAAGTGTCTTGGACCTGCA
*Rpl10a* TSS	CTTCAGCCCTTGTCCCAATG	TCAAATAGAGCCCGCGTTC
*Hist1h3f* TSS	TCCGGATAGTAAACTGCTCCC	TCCTCAGCCACATTGTTACCA
*Hist1h2ai* TSS	TGAGTTATGTCTGGACGCGG	GCTCCGAGTAGTTGCCCTTG
*Rps27 TSS*	CGGCTCTGGTTACTGTCCTA	CCTTGGTCCAGGTTTCGACA
*Rps29 TSS*	CAACAATGGCCCTTCCCTCT	CGTCTGAAGGCAAGATGGGT
**RT-qPCR targets**		
Actin	CGCCACCAGTTCGCCAT	CTTTGCACATGCCGGAGC
Cmtr1	CCCAGAAGTCCGTCTATGCT	CATCTCCCCACTCCCAGAAG
Rnmt	GCAGGCGGATACGATGCTTA	CTTTGCCATTATCAGTTCAAAGCTA
Ram	AGTCGGGTGGTTGAGGGATT	TTAAGATCCTTCATGGGACGCAC
Sox2	CAGGAGTTGTCAAGGCAGAGA	CTTAAGCCTCGGGCTCCAAA
Oct4	GAGACTTTGCAGCCTGAGGG	CTTTCATGTCCTGGGACTCCTC
Nanog	AAAGGATGAAGTGCAAGCGG	GTGCTGAGCCCTTCTGAATC
Klf4	AGAACAGCCACCCACACTTG	GTGGTAAGGTTTCTCGCCTGT
Brac	GCCAAAGAAAGAAACGACCAC	ATTGGGAATACCCCGGCTG
Pax6	CCATCACCAATCAGCATAGGAATC	AGGAGTTGCTGGTGAGAGTT
Sox1	GCGCCATGAAATCACCG	GCCCGGGCTGCCATTAAA
Sox17	TCCTGGAAGCGCTAAGGAAA	GTGATTGTGCGGAGCAAGTC
Gapdh	AAGGGCTCATGACCACAGTC	ATCACGCCACAGCTTTCCA
Poldip3	TCCCTCCCAAGCAGATGAAG	GCGGTGTAGGCATCATTCTG
Srsf2	AAGTCCAGATCTGCCCGAAG	ACCTAGACTTGGACTCTCGC
Hist1h3f	TCCGGATAGTAAACTGCTCCC	TCCTCAGCCACATTGTTACCA
Hist1h2ai	TGAGTTATGTCTGGACGCGG	GCTCCGAGTAGTTGCCCTTG
Hist2h2bb	ACAAGGTCCTGAAGCAAGTG	GCTTGTTGTAATGCGCCAGA
Rps9	AACGTGAGGTCTGGAGGGTC	GGTCTGCAGGCGTCTCTCTA
Rps27	TGCAGAGCCCCAATTCCTAC	AGCAGCCAACACACAAGACT
Rps29	GCGTTGTATTCTGGGTAGCG	ACCCATCTTGCCTTCAGACG
**NRO-qPCR targets**		
Actin	CAGCCAACTTTACGCCTAGC	GACCCTAGTGTGTCCCCAAG
Hist1h3f	TCCGGATAGTAAACTGCTCCC	TCCTCAGCCACATTGTTACCA
Hist1h2ai	TGAGTTATGTCTGGACGCGG	GCTCCGAGTAGTTGCCCTTG
Rpl10a	GAGAACGCGGGCTCTATTTG	AGCGCCACGATAACAACTTAC
Rps27	CGGCTCTGGTTACTGTCCTA	CCTTGGTCCAGGTTTCGACA
Rps29	CAACAATGGCCCTTCCCTCT	CGTCTGAAGGCAAGATGGGT
Nanog	TCCCCACAGTTTGCCTAGTT	TTCTCGGGATGAAAAACTGC
**CRISPER/Cas9 genome editing screening**		
*Rnmt* exon 2 KI	ACATTGCTTCAGAATCGTGTTCCG	GGGTGTCTCAGGTAGACAGATGAT
*Cmtr1* exon 2 KI	GTTTGCTGCAGGTTCTCTACAGG	CAGCTGAGTATTTCTGATTCCAACTG
*Cmtr1* exon 2 KD	ATTCTGAGAGCACCTCATTTCCTAG	TTTAAGGCAGTGAGGAGGTCACC

### siRNA transfection

siRNA oligos were from Dharmacon, siGENOME Mouse collection (Table 3). 

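The 19-nt target sequence of CMTR1 siRNA 1, CAAAGGAGACCAUGAAUUU, lies in the coding sequence of Cmtr1 (ENSMUSG00000024019; chromosome 17 of GRCm38, 29660595 to 29705979, plus strand). It matches exon 13 of 24 at 29691377 to 29691395, starting at position 1637 of the mRNA Cmtr1-201. The target of siRNA 2, GAUGGUUAUUGAAGAUGAA, also lies in the coding sequence, in exon 6 at 29680594 to 29680612, starting at position 722. Both targets are shared with the overlapping gene Gm28043 (29614876 to 29703359, plus strand), and that of siRNA 2 also with Gm28052 (29549799 to 29682012, plus strand). The control sequence AUGAACGUGAAUUGCUCAA matched no mouse transcript over its 19 nt.

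**Figure D1:**
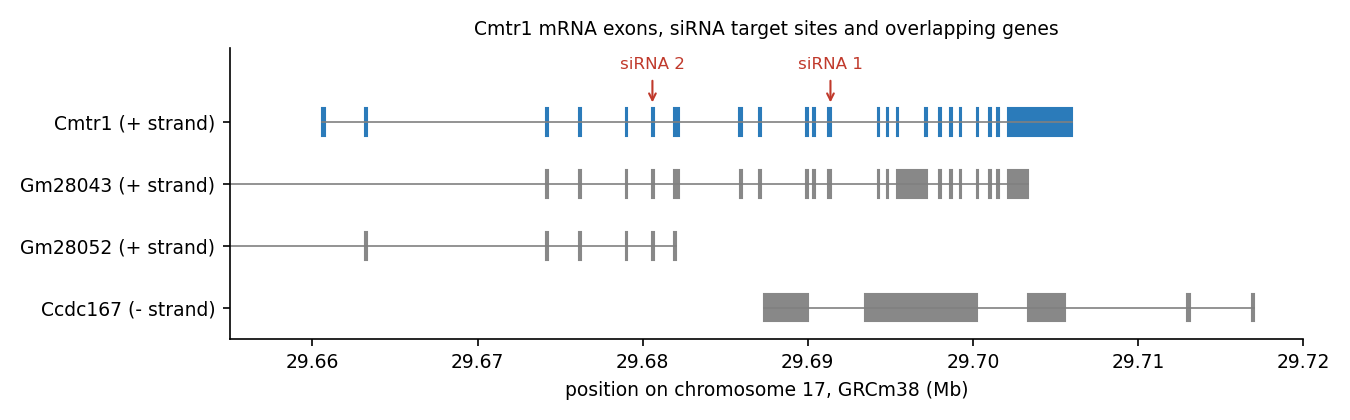
Exons of Cmtr1, Gm28043, Gm28052 and Ccdc167 on mouse chromosome 17 (GRCm38), with the target sites of CMTR1 siRNAs 1 and 2. Ccdc167 is on the minus strand and the others are on the plus strand.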

Transfections performed with 50 μM siRNAs using Lipofectamine RNAiMAX (Life Technologies). For RNA-seq /protein analysis, siRNA transfection mix was added to 3–4 × 10^5^ freshly seeded cells on a 6-well plate. For nuclear run-on and ChIP-seq, siRNA transfection mix was added to 3–4 × 10^6^ freshly seeded cells on a 10 cm plate. Cells were cultured for 36 h (medium replaced after 12 h).

**Table 3.** siRNA

siRNA	Cat. No	Target sequence	Application
CMTR1 si1	D-060995–01-0005	CAAAGGAGACCAUGAAUUU	WB, RNAPII ChIP-seq, RNA-seq
CMTR1 si2	D-060995–04-0005	GAUGGUUAUUGAAGAUGAA	WB, RNA-seq
Ct siRNA	D-001210–04-20	AUGAACGUGAAUUGCUCAA	WB, RNAPII ChIP-seq, RNA-seq

### Proteosome inhibition with MG132

2–3 × 10^5^ cells were seeded on 6-well plates one day before the treatment. Culture medium was replaced with ESC medium supplemented with 5 μM of MG132 (Calbiochem) or mESC medium with DMSO (as controls). MG132-treated cells were collected after 2, 4 and 6 h of treatment.

### Cell lysate preparation and western blot

2–3 × 10^6^ cells were seeded on 10 cm plates two days before lysis. For protein analysis, cell lysates were prepared in 10 mM Tris-HCl pH 7.0, 50 mM NaCl, 30 mM sodium pyrophosphate, 50 mM NaF, 5 μM ZnCl_2_, 10% glycerol, 0.5% Triton X-100, 1 mM DTT, 10 mM leupeptin, 1 mM pepstatin, 0.1 mg/ml aprotinin and phosphatase inhibitor 2 and 3 cocktail (Sigma) as previously described (26). 1 μg/μl protein lysates in Laemmli sample buffer supplemented with 0.025 M DTT were boiled for 5 min. 6–10 μg protein was resolved on a polyacrylamide gel. PVDF (Millipore) was used for electroblotting. Membranes were blocked for 1 h before overnight incubation with primary antibodies at 4°C (Table 4). Membranes were washed and HRP-conjugated secondary antibodies (Thermo Fisher) added for 1 h before imaging using SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher).

**Table 4.** Antibodies

Antibody antigen	Type	Supplier/ Cat. no
RNMT	Sheep polyclonal	DSTT
CMTR1	Rabbit polyclonal	Sigma HPA029979
RAM	Sheep polyclonal	DSTT
Sox2	Mouse monoclonal	CST 4900
Oct4	Rabbit polyclonal	Abcam ab18976
Nanog	Rabbit polyclonal	Abcam ab80892
Klf4	Goat polyclonal	R&D AF3158
Sox1	Rabbit polyclonal	CST 4194
DNMT3B	Rabbit polyclonal	Abcam ab122932
GFP	Mouse monoclonal	Roche 11814460001
HA	Mouse monoclonal	BioLegend 901501
RNAPII total (Rpb1)	Rabbit monoclonal	CST 14958
RNAPII S5P	Rat monoclonal	Chromotek 3E8
RNAPII S2P	Rat monoclonal	Chromotek 3E10
Actin	Mouse monoclonal	Abcam ab3280
DHX15	Rabbit polyclonal	Abcam ab254591
UBC	Rabbit polyclonal	Dako Z0458
Chk1	Mouse monoclonal	Santa Cruz sc-56291
p-Chk1	Rabbit monoclonal	CST 2348
γH2AX	Rabbit polyclonal	CST 2577

### Immunoprecipitation

For immunoprecipitation using endogenous antibody, cell lysates were prepared as previously described (26). 2 μg of anti-CMTR1 (Sigma HPA029979) or anti-RNMT (DSTT) antibody or IgG control (DSTT) was added to 1–2 mg of lysates for overnight incubation at 4°C before the incubation with protein G Dynabeads (Life Technologies) for additional 2 h (Table 4). Beads were washed and eluted as described (27). For HA immunoprecipitation, cells were lysed in PBS, 1 M NaCl, 0.5% v/v NP-40 as described (27). About 20 μl anti-HA magnetic beads (Pierce) were added to lysates for overnight incubation at 4°C. Beads were washed and eluted in TE/1% SDS for 30 min with rotation at room temperature (27).

### Immunofluorescent staining

Immunofluorescence staining was performed using polyclonal rabbit anti-GFP (1/250, MBL International 598), polyclonal rabbit anti-RNMT (1/250, DSTT) and polyclonal sheep anti-CMTR1 (1/50, DSTT) antibodies (Table 4). Cells plated on Ibidi 8-well chamber slides were fixed with 4% paraformaldehyde for 20 min, permeabilized with 1% Triton/PBS for 5 min and blocked with 5% donkey serum/PBS for 1 h at room temperature. Primary antibodies diluted in either blocking buffer or 2.5% BSA/PBS were incubated with cells overnight at 4°C. Immunofluorescence labelling was performed using appropriate secondary antibodies conjugated to Alexa fluor 594 dyes (Life Technologies). Stained cells were mounted in Ibidi mounting medium with DAPI prior to imaging with a Leica SP8 confocal microscope.

### Annexin V staining

10^6^ cells were seeded on 10 cm plates in mESC medium or mESC medium without LIF. Every 24 h, cells were trypsinized, washed and resuspended in Fixable Viability Dye eFluor 780 (eBioscience, Life Technologies) for 10 min on ice. Cells were stained with 5 μl of APC-Annexin V (Biolegend) in 45 μl of 1× Annexin V binding buffer (10 mM Hepes [pH 7.4], 140 mM NaCl, 2.5 mM CaCl_2_) for 10 min at room temperature, protected from light. Cells were subject to flow cytometry with a BD LSR Fortessa Cell Analyser System and analysed using FlowJo software.

### Alkaline phosphatase staining

Cells were seeded on 6-well plates at a concentration of 70 cells/cm^2^. After 3 days, cells were washed in PBS and medium was replaced with 10-fold decreasing concentrations of LIF (from 100 to 0 units/ml). After 6 days, cells were fixed and stained with Alkaline Phosphatase Staining Kit (Sigma). Colonies were counted under a Zeiss Axiovert 40C microscope and scored into three distinct categories: stained (pluripotent), mixed and unstained (differentiated).

### ^35^S cysteine and methionine cell labelling

60–70% confluent cells from 6-well plates were used for the labelling. Cells were incubated with mESC medium supplemented with 0.8 Mbq/ml of ^35^S Protein Labeling Mix (Perkin Elmer) at 37°C with 5% CO_2_ for 30 min. Cells were lysed, lysates were loaded into SDS-PAGE gels as described in the previous section. Then the gel was fixed with 30% methanol and 7% acetic acid for 40 min. The fixed gel was dried using a vacuum gel dryer for 1 h. Then the dried gel was exposed to a phosphor plate before the scanning using Typhoon imager (GE).

### Detection of mRNA cap structures by mass spectrometry

Performed according to (4).

### ChIP

2–3 × 10^6^ cells were seeded on a 10 cm plate one or two day(s) before the ChIP experiment. Cells were cross-linked with 1% formaldehyde for 10 min. Glycine was added to quench the reaction. The cell lysates were prepared as described (27). Chromatin was sonicated in Bioruptor (Diagenode) at high power for 20 min (30 s on/off, 20 cycles). About 25–50 μg sonicated chromatin was used for each IP (500 μl). About 50 μl (10%) from each diluted extract for IP was taken as the inputs. For ChIP using anti-HA beads, HA IPs from WT E14 cells were used as control IPs. 20 μl of anti-HA magnetic beads (Pierce) were added to lysates from KI cells (as IPs) and E14 cells (as control IPs) for 4°C overnight incubation. For ChIP using endogenous anti-CMTR1 antibody, 2 μg of anti-CMTR1 antibody (Sigma HPA029979) was added to lysates from *Cmtr1* KI cells and E14 cells. For RNAPII ChIP, 2 μg of anti-Rpb1 (CST 14958) antibody was added to lysates from E14 (*Cmtr1 ^WT^*), *Cmtr1 ^KD^* or *Cmtr1 ^KD^* + HA-CMTR1 cells. The endogenous antibodies were added for 4°C overnight reaction before the incubation with protein G Dynabeads (Life Technologies) for additional 2 h. The beads were washed and eluted as described (27) before the proteinase K treatment and reverse crosslinking at 42°C overnight. The eluted DNA was purified by the QIAquick PCR purification kit (QIAGEN).

### RNA extraction and cDNA synthesis

RNA was extracted using TRIzol Reagent (Thermo Fisher) and concentration determined using a NanoDrop 2000 spectrophotometer. Genomic DNA was removed using the TURBO DNA-free Kit (Thermo Fisher). 400–500 ng RNA was used in 20 μl cDNA synthesis reactions using iScript cDNA Synthesis Kit (Bio-Rad). Three biological replicates were used for the PCR analysis or sequencing (Table 2).

### Nuclear run-on assay

3 × 10^6^ cells were seeded on a 10 cm plate one day before the experiment. Nuclear run-on was performed as previously described (27). About 1 μg recombinant CMTR1 protein was added to nuclei from a 10 cm plate and incubated for 20 min at 30°C, with 1 mM ATP, 1 mM CTP, 1 mM GTP, 0.5 mM BrUTP, 0.5 mM UTP and 1 U/ml RNAsin. After nuclear run-on and RNA extraction, Br-U IP was performed with 8–12 μg RNA. Following IP, nascent RNA was purified and subjected to cDNA synthesis and qPCR analysis (Table 2).

### qPCR

5 μl qPCR reaction contained 1 μl DNA template (undiluted IP or 10 × diluted input for ChIP-qPCR and nuclear run-on qPCR or 2 × diluted cDNA for RT-qPCR), 2.5 μl SsoFast EvaGreen supermix (Bio-Rad), 0.5 μl primer pairs (see list below). Each qPCR reaction was performed in triplicate on CFX384 Touch Real-Time PCR Detection System (Bio-Rad), 3 min denaturation at 95°C, followed by 40 cycles of 10 s at 95°C, 20 s at 58°C and 10 s at 72°C and final incubation at 72°C for 5 min. For ChIP-qPCR, ratio of Ct value of IP to 1% input was calculated to determine ChIP efficiency. For RT-qPCR and nuclear run-on qPCR, the Ct values of target genes were normalized to corresponding *C*t value of Actin and or Gapdh in each treatment condition to obtain relative transcript levels (Table 2).

### Library preparation and sequencing

For ChIP-seq, libraries were prepared using NEBNext® Ultra™ II DNA Library Prep Kit and NEBNext® Multiplex Oligos (Index Primers Set 1) for Illumina. For RNA-seq, ribosomal RNA depletion was performed on 1 μg RNA using the NEBNext® rRNA Depletion Kit v2 (Human/Mouse/Rat). RNA-seq library preparation was carried out using NEBNext® Ultra™ II Directional RNA Library Prep Kit and indexed with NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs). Sequencing was performed with a read length of 2 × 75 bp on Illumina NextSeq 500 at the Tayside Centre for Genomic Analysis.

### Bioinformatics analysis

The quality of sequencing reads was checked using FastQC and adaptors were trimmed using Cutadapt. Trimmed reads were aligned to mouse genome assembly GRCm38/mm10 using STAR (28). Library complexity of mapped reads was assessed using preseq (29), before removal of PCR duplicates using Picard. Correlation of reads between the replicates was analysed using deepTools (30). For ChIP-seq, only uniquely mapped reads were used for data analysis. Multi-mapped reads were removed using SAMtools (31). HA IPs from WT cells were used as controls for anti-HA ChIP-seq analysis. Inputs were used as controls for endogenous RNAPII ChIP-seq analysis. For genome-wide data visualization, metagene profiles and heatmaps were generated by ngs.plot (32). For data visualization of individual genes, bigwig files were generated by deepTools (30) and loaded to Integrative Genomics Viewer (33). For analysis of read density near TSS, reads aligned to TSS ± 500 bp were counted using featureCounts (34). Read counts were normalized to library size and differential binding analysed using QLFTest in EdgeR to identify target genes. For gene ontology analysis, webtool Enrichr was used (35). Protein interaction networks were constructed by STRING (36). For RNA-seq, transcripts were quantified using featureCounts. Only transcripts expressed above 1 read per million in >3 replicates were used in the following analysis. Read counts were normalized to the library size and differential expression was analysed using exactTest in EdgeR.

## RESULTS

### CMTR1 is recruited to the transcription start site (TSS)

We aimed to define and compare the target gene specificity of the cap methyltransferases RNMT and CMTR1 in murine embryonic stem cells (ESCs). To facilitate a comparison of the RNMT and CMTR1 genomic binding sites, CRISPR-Cas9 HA-GFP knock-in (KI) ESC lines were generated in which the endogenous *Rnmt* and *Cmtr1* genes were expressed as N-terminal HA-GFP fusion proteins (Supplementary Figure S1a, b). Compared to the untagged endogenous proteins in control ESCs, HA-GFP-RNMT and HA-GFP-CMTR1 were expressed at a reduced level (Supplementary Figure S1b–d). The localization of HA-GFP-RNMT and HA-GFP-CMTR1 was assessed by fluorescence microscopy and immunofluorescence analysis to be equivalent to the endogenous proteins (Supplementary Figure S2). As published previously, endogenous RNMT in ESC was nuclear and HA-GFP-RNMT was localized equivalently (26). Endogenous CMTR1 in ESC and HA-GFP-CMTR1 were also nuclear. Interaction of HA-GFP-RNMT and HA-GFP-CMTR1 with the known binding partners, RAM and DHX15, respectively, was maintained in the HA-GFP KI cells lines indicating that the tag was not interfering with complex formation (Supplementary Figure S3). Although, HA-GFP-RNMT and HA-GFP-CMTR1 were expressed at reduced levels compared to the endogenous protein, in part because they were expressed from a single allele, they are not inherently unstable; neither the endogenous proteins or HA-GFP fusions were stabilized by treatment with the proteosome inhibitor, MG132 (Supplementary Figure S4). Furthermore, the expression level of key pluripotency-associated transcription factors Sox2 and Klf4 were comparable in control and engineered ESCs (Supplementary Figure S1c).

To compare the genomic recruitment pattern of RNMT and CMTR1 as equivalently as possible, Chromatin immunoprecipitation-DNA sequencing (ChIP-seq) assays were performed using anti-HA antibodies to immunoprecipitated (IP) HA-GFP-RNMT and HA-GFP-CMTR1 in ESC lines, with parental ESCs used as a negative control (Supplementary Figure S1d). Following DNA sequencing, CMTR1 was found to be enriched at the 5′ end of genes, peaking proximal to the TSS (transcription start site) (Supplementary Figure S1a, S5, S6, Supplementary Table S1). More than 700 genes had significant CMTR1 binding within 500 bp of the TSS (designated ‘CMTR1-enriched genes’, Figure 1B, Supplementary Table S1). In contrast, RNMT was not significantly enriched at genomic loci; only 20 genes, including coding and non-coding, were found to have RNMT enrichment (Figure 1B and Supplementary Table S1). Most of the RNMT-enriched genes (13 out of 20) colocalized with CMTR1 near the TSS, but lower numbers of reads were produced from the RNMT ChIP, consistent with reduced genomic binding compared to CMTR1 (Figure 1C). RNMT was immunoprecipitated equivalently to CMTR1 via the HA tag (Supplementary Figure S1d).

**Figure 1.**
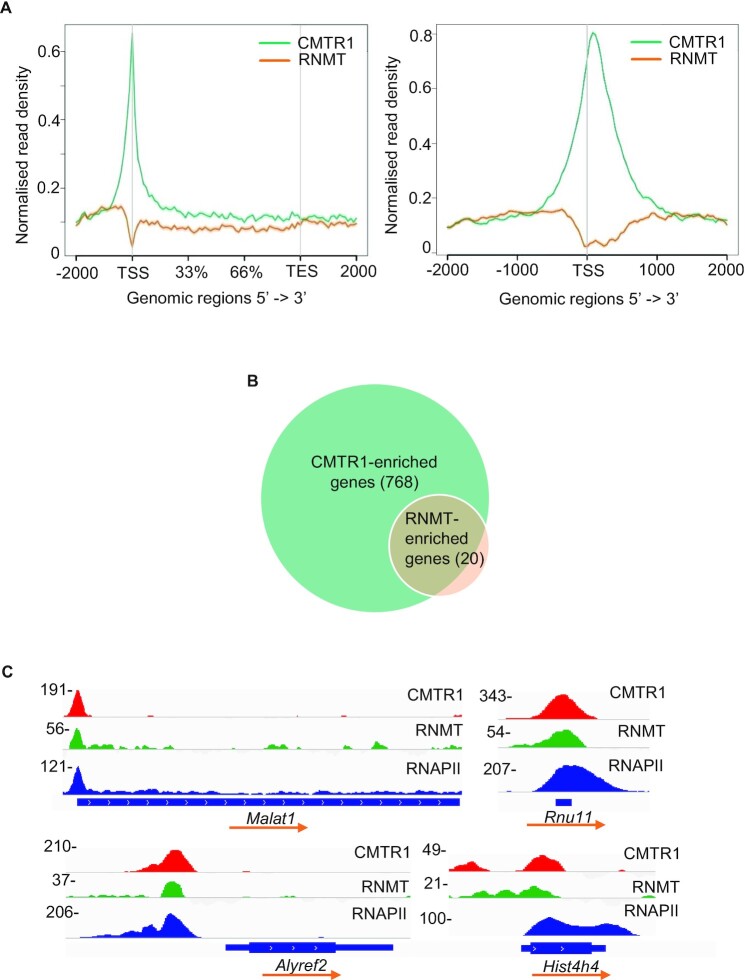
CMTR1 is recruited to transcription start sites (TSS). (**A**) Metaplots of normalized genome-wide CMTR1 and RNMT ChIP-seq signals ±2 kb around gene body (left) and TSS (right). Read densities (reads per kilobase per million, RPKM) were normalized to library size and control IPs to obtain the fold changes in ChIP read densities relative to controls. (**B**) Venn diagram of number of CMTR1 and RNMT-enriched genes. Mapped reads ±500 bp around TSS were normalized to library size to obtain RPKM. Enriched genes were defined as those with significant binding above control (fold change ≥1.5, *P*-value ≤ 0.05, FDR adjusted *P*-value ≤ 0.05). (**C**) Integrative Genomics Viewer (IGV) depictions of normalized CMTR1, RNMT and RNA polymerase II (RNAPII) read densities on sample genes. ChIP read densities were normalized to library size and control. Transcription direction indicated.

ChIP PCR performed with an anti-HA antibody was used to verify that HA-GFP-CMTR1 bound significantly to the TSS whereas HA-GFP-RNMT did not (Supplementary Figure S7a). ChIP-PCR performed using a polyclonal anti-CMTR1 antibody was used to confirm that tagged and endogenous CMTR1 enriched equivalently at the TSS of individual genes, despite the HA-GFP-CMTR1 being expressed at a reduced level compared to the endogenous protein (Supplementary Figure S7b). Since the majority of RNAPII-transcribed RNA receives a 7-methylguanosine cap during transcription, RNMT may be recruited predominantly via the guanosine cap intermediate and/or its interaction with RNA (27,37). The limited binding of RNMT to the TSS in ESC is consistent with previous work performed in HeLa cells in which RNMT had to be overexpressed for RNMT binding to the TSS to be detected (38) (see Discussion).

### CMTR1 colocalizes and correlates with RNAPII binding near the TSS

We analysed the identity of genes with CMTR1 enrichment using Gene Ontology (GO) analysis. The 768 CMTR1-enriched genes predominantly encoded RNA/DNA-binding proteins and were associated with biological processes which included transcription, RNA metabolism and translation (Figure 2A). The 20% most CMTR1-enriched genes were histones, ribosomal proteins and RNA processing and transport factors, indicating potential common features of these genes or their binding proteins which promote CMTR1 recruitment (Figure 2B,C).

**Figure 2.**
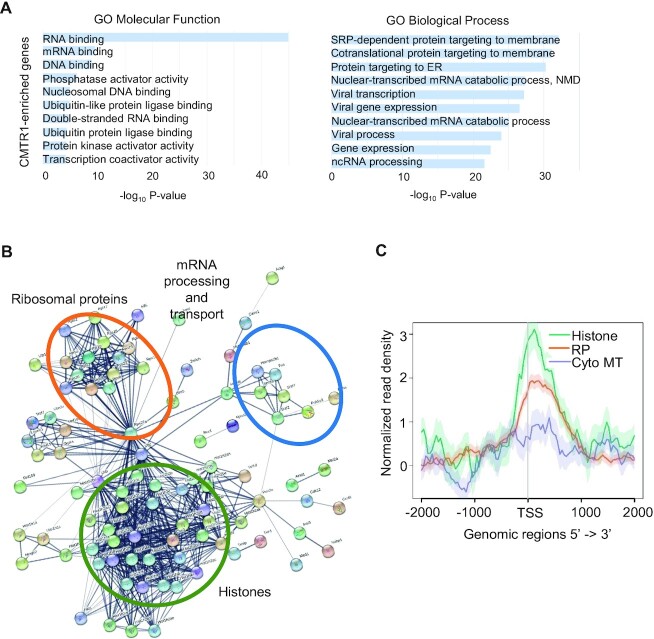
Histone and ribosomal protein genes have highest level of CMTR1 binding (**A**) Gene ontology (GO) analysis of CMTR1-enriched genes (768 genes). Top 10 GO Molecular Function and GO Biological Process terms reported by significance. (**B**) Protein interaction network of the top 20% protein-encoding CMTR1-enriched genes (154 genes). Lines indicate established interactions from experiments and databases from STRING functional protein association networks. Disconnected nodes were hidden. (**C**) Metaplots of normalized CMTR1 ChIP-seq signals ±2 kb around TSS in histone (68 genes), ribosomal protein (RP, 100 genes) and cytoplasmic microtubule (Cyto MT, 70 genes).

Previous studies demonstrated that CMTR1 binds directly to RNAPII CTD phosphorylated on Serine-5 (RNAPII Ser5P) (23), and therefore we investigated the correlation between RNAPII and CMTR1 chromatin binding (Figure 3 and Supplementary Figure S8). RNAPII recruitment was determined by RNAPII ChIP-seq (Supplementary Table S1). RNAPII Ser5P recruitment was determined using a previous dataset (39). Genome-wide, colocalization of CMTR1 with total RNAPII and RNAPII Ser5P was observed, adjacent to the TSS, in coding and non-coding genes (Figure 3A, B). Moreover, the TSS read density in the CMTR1 ChIP samples correlated with total RNAPII and RNAPII Ser5P in expressed genes (Figure 3C and Supplementary Figure S8), consistent with CMTR1 recruitment to RNAPII Ser5P during the early stages of transcription. Notably, CMTR1-enriched genes, including histones and ribosomal proteins, displayed high promoter-proximal levels of total RNAPII and RNAPII Ser5P (Figure 3C,D and Supplementary Figure S8).

**Figure 3.**
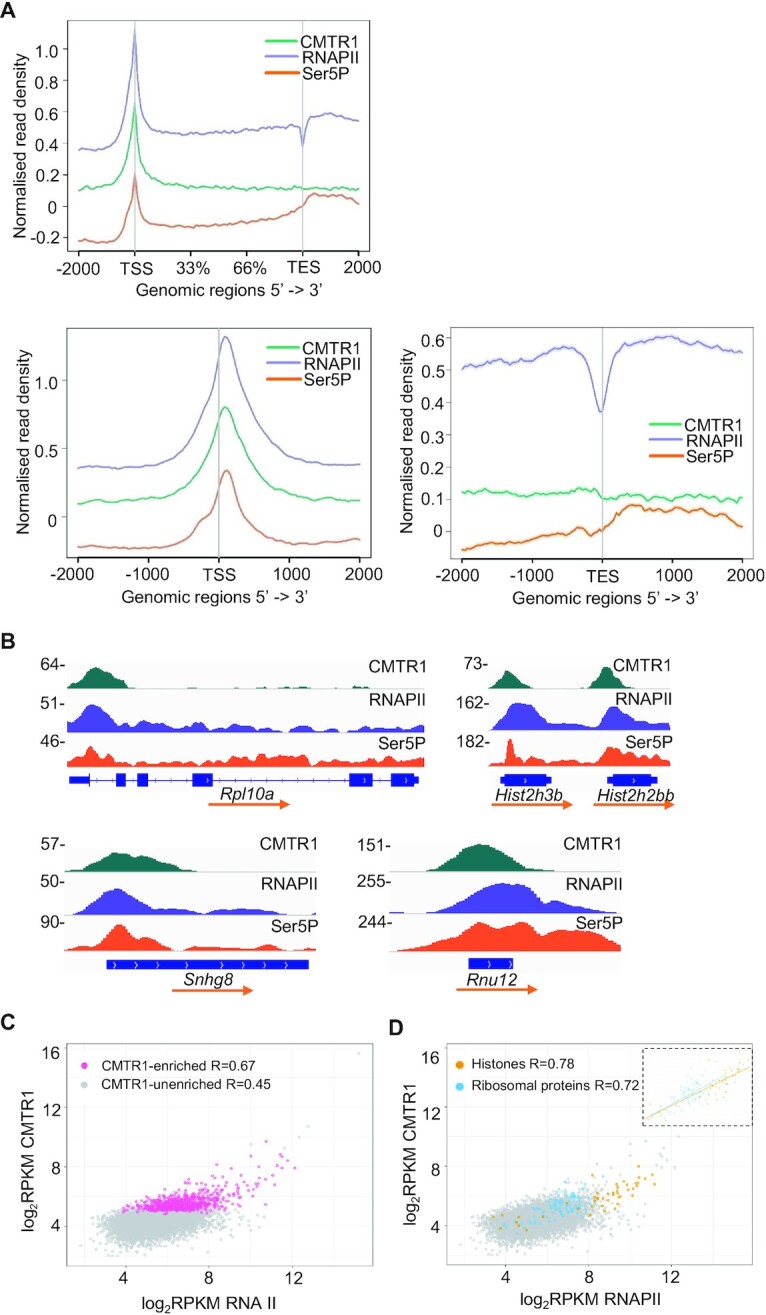
CMTR1 TSS binding correlates with RNAPII binding. (**A**) Metaplots of normalized genome-wide CMTR1, total RNAPII and RNAPII Ser5P CTD ChIP-seq signals ±2 kb around gene body, TSS and TES. (**B**) IGV depictions of normalized CMTR1, RNAPII and Ser5P read densities on sample genes. (**C** and **D**) Dot plots indicating CMTR1 and RNAPII read densities (log_2_RPKM) ±500 b around TSS for expressed genes. (**C**) CMTR1-enriched genes highlighted (pink,768 genes). (**D**) Histones (orange, 68 genes) and ribosomal protein (blue, 100 genes) highlighted.

In addition to RNAPII, the TSS may hold other factors which aid recruitment of CMTR1. We inspected the interactome of CMTR1 for such auxiliary factors but did not find a protein which correlated with CMTR1 binding better than RNAPII (40). The helicase DHX15 interacts with CMTR1 and influences gene expression (23,24), although we found this interaction to be minimal in ESC (Supplementary Figure S3b). DHX15-CMTR1 complexes are excluded from RNAPII interactions and DHX15 does not influence the interaction of CMTR1 with RNAPII (23). The hypomethylated guanosine cap may contribute to TSS recruitment. A peak of RNAPII CTD Ser5P was also observed downstream of the transcription end site (TES), which did not correlate with CMTR1 binding (Figure 3A and Supplementary Figure S9).

### CMTR1 influences RNAPII TSS levels

Since m7G cap formation is associated with a transcription checkpoint, we investigated the impact of CMTR1 on RNAPII recruitment and retention during the early stages of transcription. RNAPII ChIP-seq was performed following knockdown of endogenous CMTR1 using siRNA. Metagene plots revealed a global reduction in RNAPII binding at the TSS and gene body (Figure 4A), indicating that CMTR1 was influencing RNAPII recruitment or retention. In single gene analysis, out of genes with detectable TSS RNAPII binding, 7299 genes had a reduction in promoter-proximal RNAPII levels following CMTR1 siRNA transfection, whereas 3385 genes had increased RNAPII (Figure 4B,C and Supplementary Table S1).

**Figure 4.**
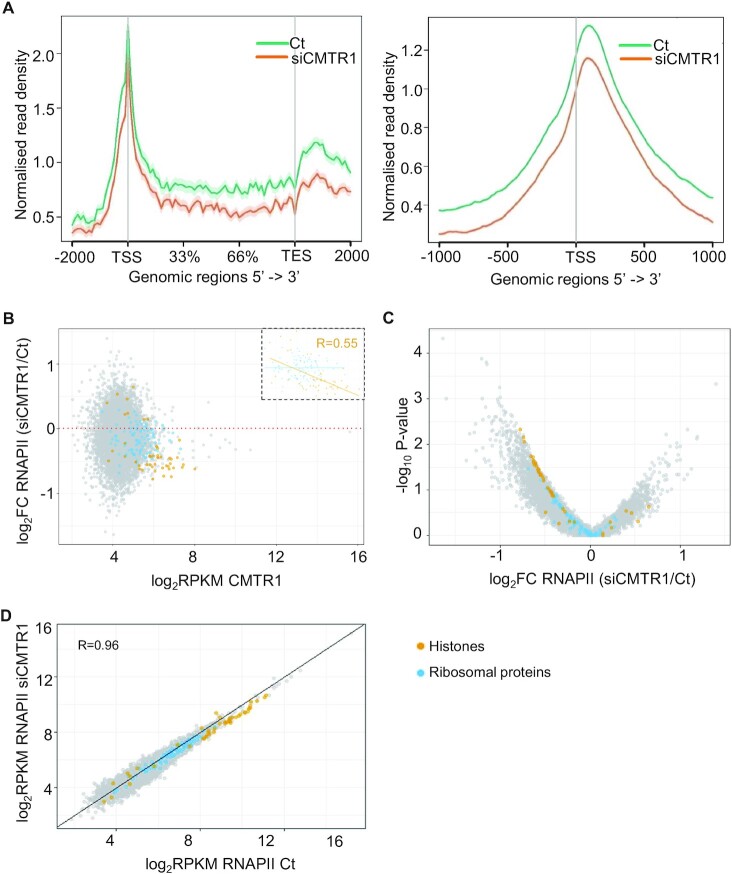
A reduction in CMTR1 expression results in loss of RNAPII TSS binding ESCs were transfected with CMTR1 siRNA 1 (siCMTR1) or control (Ct) for 36 h. (**A**) Metaplots of normalized genome-wide RNAPII ChIP-seq signals in gene body ±2 kb (left) and TSS ±1 kb (right). (**B**) Dot plot of CMTR1 read densities (log_2_RPKM) in control ESC and log_2_ fold change in RNAPII ChIP signal (TSS ± 500 b) following transfection with CMTR1 siRNA 1. (**C**) Volcano plot indicating the relationship between log_2_FC and –log_10_ FDR adjusted *P*-value in RNAPII ChIP (TSS ± 500 b) following transfection with CMTR1 siRNA 1. (**D**) Dot plot indicating the relationship between RNAPII binding in cells transfected with CMTR1 siRNA and control. Histones (orange) and ribosomal protein (blue) genes are labelled.

Although a reduction in CMTR1 expression resulted in reduced average RNAPII binding, for single genes the decrease in RNAPII binding did not correlate with TSS CMTR1 levels (Figure 4B). However, for the two groups of genes with the highest CMTR1 binding, the histones and ribosomal protein genes, following CMTR1 repression RNAPII TSS binding was predominantly repressed (Figure 4B,C). In particular for histone genes, the decline in TSS RNAPII levels correlated with CMTR1 binding indicating a potential role for CMTR1 in regulating their transcription directly (Figure 4B). Inspecting RNAPII binding to individual genes in cells transfected with CMTR1 siRNA or control confirmed these findings (Figure 4D). The histone genes had some of the highest levels of RNAPII binding and this was reduced for almost all when CMTR1 was repressed. RNAPII binding to ribosomal protein genes was also largely reduced following CMTR1 repression. Overall, there was a good correlation of RNAPII binding to other genes in cells transfected with CMTR1 or control siRNA, indicating that CMTR1 is not influencing RNAPII recruitment to the majority of genes.

### CMTR1 has gene specific impacts on transcript levels

Since CMTR1 repression resulted in changes in TSS RNAPII levels, we investigated the impact on the transcriptome by performing RNA sequencing analysis on ESCs in which CMTR1 had been repressed by transfection of CMTR1 siRNAs (Supplementary Figure S10 and Supplementary Table S1). 

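RNA from mouse ESCs was sequenced 36 h after transfection with a control siRNA (3 libraries) or with CMTR1 siRNA 1 or siRNA 2 (4 libraries each). The paper gives 3 biological replicates for sequencing, and all 11 libraries were used here, with each sample's value given for the main genes and gene sets. The authors deposited counts of reads per gene, made from rRNA-depleted, directional libraries aligned to GRCm38 with STAR, after PCR duplicates had been removed. Counted reads per library ranged from 6738478 to 8382318, with medians of 7876141 for control, 7526822 for siRNA 1 and 7758091 for siRNA 2. Library size did not differ from control with siRNA 1 (two-sided exact permutation test, p = 0.457) or siRNA 2 (exact p = 0.857), and the smallest p that 3 against 4 libraries allow is 0.0571. A single gene, Gm26917 (chromosome 17, 39843013 to 39846341), held 4.87 to 6.34% of the counts. Of the genes counted, 16073 had more than 1 CPM (counts scaled to library size) in at least 4 libraries, which is how the filter in the methods was read. These were tested with edgeR's quasi-likelihood test, scaled by total counts because the methods state normalization to library size, and called at a false discovery rate (FDR) of 0.05.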

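Cmtr1, the gene targeted, was at 21.3, 21.7 and 17.9 CPM in the control libraries. The values were 21.1, 21.3, 16.2 and 18.0 with siRNA 1 and 15.6, 16.8, 16.5 and 19.5 with siRNA 2, from 110 to 176 reads per library. Means were 20.3 ± 2.10 (SD, n = 3), 19.2 ± 2.45 (n = 4) and 17.1 ± 1.68 (n = 4), and the siRNA and control libraries overlapped in both comparisons. The log2 fold change was −0.088 with siRNA 1 (SE 0.11, 95% interval −0.30 to 0.12, adjusted p = 0.743) and −0.25 with siRNA 2 (SE 0.11, −0.46 to −0.038, adjusted p = 0.144). Two-sided exact permutation tests gave p = 0.4 and p = 0.114. With replicate number as a block the values were −0.11 and −0.27, and leaving out single replicates gave −0.17 to −0.015 and −0.33 to −0.20. Of the 6380 nt of the Cmtr1-201 mRNA, 2855 nt (44.7%) lie outside the exons of other genes on the same strand, and 631 nt outside those on either strand. Counting set aside 137308 to 164565 reads per library as ambiguous between genes, in the 10 libraries for which this is listed.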

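With CMTR1 siRNA 1, 751 genes had an FDR of at most 0.05 (316 lower, 435 higher), and with siRNA 2, 1562 (571 lower, 991 higher). The median absolute log2 fold change of these genes was 0.33 with each siRNA. The mean of both siRNAs against control gave 1110 genes (437 lower, 673 higher). Scaling changed the balance of directions: with TMM factors the counts were 746 (400 lower, 346 higher) and 1462 (734 lower, 728 higher), and with DESeq2 521 (322 lower, 199 higher) and 958 (549 lower, 409 higher). Adding the fold threshold of the legend to Supplementary Table S1 moved the totals most, to 113 and 330. Replicate number as a block gave 840 and 1486 genes. Deviations from the group mean correlated at a mean r of 0.010 over the 10 pairs of libraries with the same number, and −0.003 over the 30 other pairs. Libraries of siRNA 1 and control did not overlap at 2492 genes (15.5%), and those of siRNA 2 and control at 3119 (19.4%), where chance gives 5.71%. Both siRNAs called 347 genes, 345 of them in the same direction (142 lower, 203 higher), and siRNA 1 alone called 404 and siRNA 2 alone 1215. Among the 283 of these that also had libraries separate from control with each siRNA and a mean log2 CPM of at least 2, the 5 with the lowest FDR for each siRNA are named. For siRNA 1 they were Fgf4 (chromosome 7, 144847367 to 144865243; log2 fold change −0.52, adjusted p = 3.17e-07), Epop (chromosome 11, 97627389 to 97629702; −0.46, 3.17e-07), Tubb6 (chromosome 18, 67390717 to 67402749; 0.48, 3.6e-07), Rbbp7 (chromosome X, 162760402 to 162779092; 0.42, 5.46e-07) and Klf2 (chromosome 8, 72319033 to 72321656; −0.58, 1e-06). For siRNA 2 they were Rbm3 (chromosome X, 8138975 to 8145880; −0.50, adjusted p = 9.24e-10), Rbbp7 (0.485, 6.85e-09), Akap11 (chromosome 14, 78492246 to 78536808; 0.51, 9.54e-09), Wsb2 (chromosome 5, 117357304 to 117378601; −0.52, 1.39e-08) and Tns3 (chromosome 11, 8431652 to 8664535; 0.41, 1.39e-08).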

In control ESCs, there were correlations between TSS CMTR1 binding and transcript levels for the histone and ribosomal protein genes (Supplementary Figure S11). 

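Transcript level in the control libraries was set against the CMTR1 read density at transcription start sites (TSS) over the 1176 genes of Supplementary Table S1 that were read here and tested. Across genes, which are not independent replicates, Pearson r was 0.364, with the smallest p that 100000 permutations can give (1e-05). For the 12 ribosomal protein genes among them r was 0.559 (Spearman rho 0.524; permutation p = 0.058, adjusted p = 0.16 over 30 correlations). No histone gene is in the part of the table used here, so the histone correlation was not computed. The 53 genes marked as CMTR1-enriched gave r = 0.291 (permutation p = 0.035, adjusted p = 0.11). For RNAPII density, r over all 1176 genes was 0.514. Level is log2 CPM per kilobase of exon.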

For the CMTR1-enriched genes, ∼60% were down-regulated following CMTR1 knockdown (Figure 5A). 

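Of the genes marked as CMTR1-enriched in Supplementary Table S1, 53 were in the part of the table used here, and all of them passed the expression filter. With each siRNA 30 of the 53 (56.6%, 95% Wilson interval 43.3 to 69.0) had a log2 fold change below 0, and the median was −0.013 with each. The 1123 other genes of the table had 488 below 0 with siRNA 1 (43.5%) and 533 with siRNA 2 (47.5%; Fisher's exact test, p = 0.0661 and p = 0.207). Single libraries against the control mean gave 51.4 ± 7.3% (SD, n = 4; 41.5 to 58.5) with siRNA 1 and 56.1 ± 9.8% (n = 4; 41.5 to 62.3) with siRNA 2. An FDR of at most 0.05 was reached by 4 of the 53 genes with siRNA 1 (2 lower) and 7 with siRNA 2 (5 lower). Without the ribosomal protein genes, 25 of 48 were below 0 with siRNA 1 (52.1%). The share with siRNA 1 rose to 66.0% with TMM factors and to 67.9% with DESeq2, the alternative that moved it most, and was 58.5% with replicate number as a block. The paper's own log2 fold changes for the same 53 genes are below 0 in 35 with siRNA 1 and 34 with siRNA 2.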

The genes with the highest CMTR1 binding, encoding histones and ribosomal proteins, were significantly repressed following CMTR1 repression, consistent with reduced RNAPII binding (Figures 5B and 4B). 

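The 95 ribosomal protein genes tested had a median log2 fold change of −0.065 with siRNA 1 and −0.079 with siRNA 2, against 0.024 and 0.029 for all genes tested. They are the protein-coding genes with symbols starting in Rpl or Rps (95 of 96 passed the filter), chosen by symbol because the paper's gene list is not in its text. The symbol rule also takes in S6 kinases and Rps19bp1, which are not ribosomal proteins. Their mean log2 CPM was 7.68, 7.70 and 7.65 in the control libraries, 7.57, 7.60, 7.64 and 7.62 with siRNA 1, and 7.63, 7.61, 7.55 and 7.61 with siRNA 2. Every siRNA library thus lay below every control library, which gives p = 0.0571 for each siRNA in a two-sided exact permutation test, the smallest that 3 against 4 allow. All 8 siRNA libraries against control gave p = 0.0121, again the smallest possible in an exact test. limma's camera test, which allows for correlation between genes (0.227 in this set), gave set p-values of 0.0906 and 0.0678 (adjusted p = 0.317 and adjusted p = 0.236 over 7 sets). DESeq2 gave medians of −0.089 and −0.11. Camera's formula applied to DESeq2's own statistics, with the correlation of the main fit, gave set p-values of 0.0331 and 0.0183. A GC correction chosen after the data were seen moved the siRNA 1 median most, to −0.095. With replicate number as a block the medians were −0.068 and −0.082, with set p-values of 0.19 and 0.154.
The 69 histone genes tested, of 102 protein-coding canonical and variant histone genes, had a median of 0.026 with siRNA 1 and −0.093 with siRNA 2. Their mean log2 CPM was 6.03, 6.10 and 6.03 with control, 6.08, 6.12, 6.09 and 6.08 with siRNA 1, and 6.04, 6.09, 5.95 and 5.99 with siRNA 2 (exact permutation p = 0.229 and p = 0.457). Set p-values were 0.779 and 0.243, and the medians were 0.040 and −0.083 with the block. Between the siRNAs the median difference was −0.11 (exact permutation p = 0.114, where 4 against 4 allow 0.0286). In the 17 histone genes that share under 10% of their 75-nt words with other genes, this difference was 0.015.

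**Figure D2:**
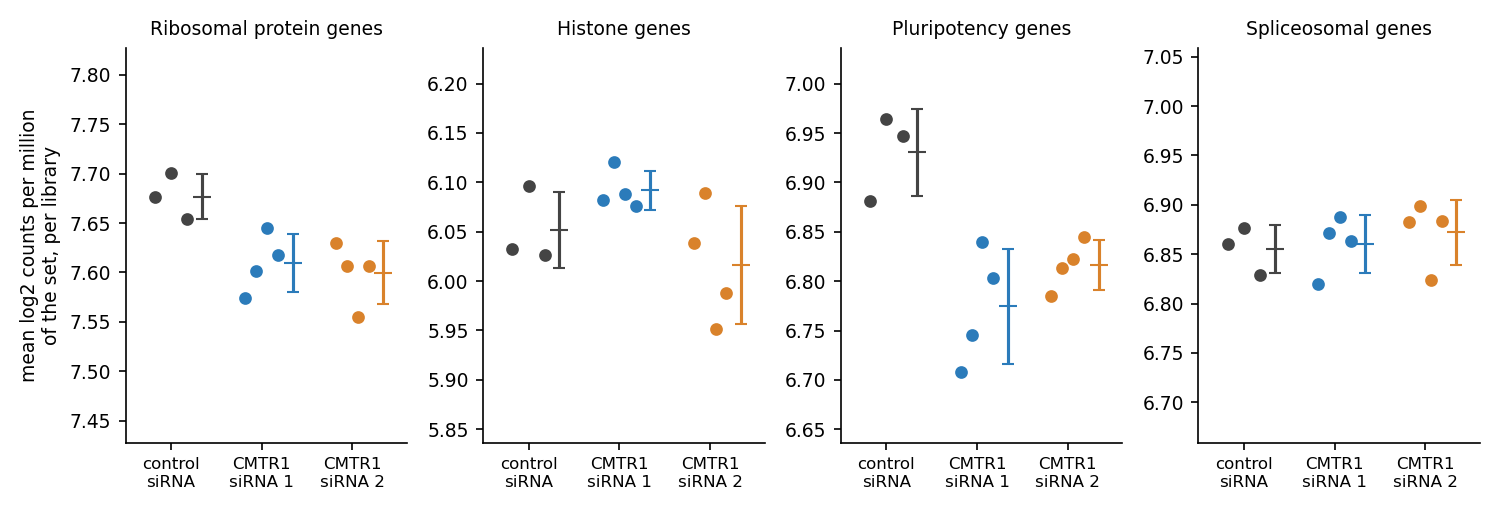
Mean log2 CPM of the ribosomal protein, histone, pluripotency and spliceosomal genes in each library, scaled by library size. Points are libraries; bars are the mean ± SD of 3 control, 4 siRNA 1 and 4 siRNA 2 libraries.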

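With CMTR1 siRNA 1, 88 of 95 ribosomal protein genes (92.6%) and 24 of 69 histone genes (34.8%) had a log2 fold change below 0. With siRNA 2 these were 82 (86.3%) and 54 (78.3%), and 79 ribosomal protein and 23 histone genes were below 0 with both. Values in the ribosomal protein set ran from −0.33 (Rpl36al) to 0.20 (Rps27rt) with siRNA 1. With siRNA 2 they ran from −0.31 (Rps6kl1) to 0.20 (Rps6ka3), both S6 kinase genes and not ribosomal protein genes. Histone values ran from −0.18 (Hist2h2ab) to 0.73 (Hist2h2be) and from −0.45 to 0.80 for the same genes. An FDR of at most 0.05 was reached by 4 and 21 ribosomal protein genes, all lower, and by 4 and 29 when only this list was adjusted. For histone genes it was 2 with siRNA 1, none of them lower, with 10 at an unadjusted p under 0.05, and 11 with siRNA 2, of which 6 were lower. Leaving out the S6 kinases and Rps19bp1 gave 81 and 80 of 84, and the replication-dependent histone genes alone gave 22 and 50 of 58. The alternative that moved the histone count most was DESeq2 with siRNA 1 (32 of 69), and replicate number as a block gave 86 and 84 ribosomal protein and 21 and 53 histone genes. Among 10000 random lists matched on expression and length, the ribosomal protein medians lay at percentiles 0.01 and 0.00 and the histone medians at 99.79 and 0.07. Matched on expression alone the histone medians lay at 75.99 and 0.00. Random lists lack the correlation between the genes of a set (0.227 and 0.285 here), so these percentiles are not p-values of the sets.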

87/100 ribosomal protein genes and 54/68 histone genes were repressed following CMTR1 knock-down (Supplementary Table S1). 

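For the 12 ribosomal protein genes in the part of Supplementary Table S1 used here, the log2 fold change against CMTR1 read density at the TSS gave Pearson r = 0.524 with CMTR1 siRNA 1. With siRNA 2 the sign was the opposite, r = −0.621. Over 100000 permutations p was 0.082 and 0.033, and 0.18 and 0.11 after adjustment over the 30 correlations computed, while Spearman rho was 0.510 and −0.622. The 53 CMTR1-enriched genes gave r = −0.015 and −0.060 (permutation p = 0.91 and p = 0.66). All 1176 genes gave r = −0.043 (permutation p = 0.14, adjusted p = 0.25) and −0.067 (permutation p = 0.022, adjusted p = 0.082). Genes are not independent replicates, and none of the histone genes could be included.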

The correlation coefficients between fold change in transcript level and CMTR1 binding in histone and ribosomal proteins were most significant for these gene sets (Figure 5B). In addition, the fold change in transcript level following CMTR1 repression also correlated with RNAPII TSS binding, for the histone and ribosomal protein genes (Supplementary Figure S12). 

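Against RNAPII read density at the TSS, the log2 fold changes of 1176 genes correlated at r = −0.103 with siRNA 1 (permutation p = 0.00043, adjusted p = 0.0032) and r = −0.159 with siRNA 2, the latter with the smallest p the permutations can give. For the 53 CMTR1-enriched genes r was −0.412 with siRNA 1 (permutation p = 0.0023, adjusted p = 0.011; Spearman rho −0.286, permutation p = 0.039, adjusted p = 0.12) and −0.174 with siRNA 2 (permutation p = 0.21). Leaving out single replicates gave −0.46 to −0.36 and −0.26 to −0.12. The 12 ribosomal protein genes gave r = −0.081 and −0.317 (permutation p = 0.81 and p = 0.32). Each gene enters as 1 point, and points are genes, not replicates.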

For controls, we analysed some highly expressed but CMTR1-unenriched genes, including pluripotency-associated and splicing-associated genes. 

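The 49 pluripotency genes had a median log2 fold change of −0.10 with siRNA 1 and −0.092 with siRNA 2, with 38 (77.6%) and 34 (69.4%) below 0. All siRNA libraries had a lower set mean than all control libraries, by −0.156 and −0.114 (SD 0.044 in control, 0.059 and 0.025 with siRNA; exact permutation p = 0.0571 for each, the smallest possible). Set p-values were 0.01 and 0.0531 (adjusted p = 0.07 and adjusted p = 0.236 over 7 sets), and 0.0108 and 0.0354 with replicate number as a block, where the medians were −0.102 and −0.10. DESeq2 moved the siRNA 2 median most, to −0.12. At an FDR of 0.05, 17 genes changed with siRNA 1, all lower, and 15 with siRNA 2, 14 of them lower. Adjusting this list alone gave 23 and 21. The largest decreases were Lefty2 with siRNA 1 (−0.73) and Klf4 with siRNA 2 (−0.61). Nanog (chromosome 6, 122707489 to 122714633) fell from 85.7 ± 8.33 CPM (SD, n = 3) to 57.8 ± 10.1 and 58.8 ± 9.89 (n = 4 each; log2 fold change −0.57, adjusted p = 5.44e-05, and −0.54, adjusted p = 5.04e-05). Klf4 (chromosome 4, 55527143 to 55532466) had −0.40 with siRNA 1 (adjusted p = 0.000356), Pou5f1 −0.16 and −0.033 (adjusted p = 0.0332 and adjusted p = 0.72), and Sox2 −0.041 and −0.12 (adjusted p = 0.738 and adjusted p = 0.125).
The 116 spliceosomal genes had a median of −0.000 with siRNA 1 and 0.020 with siRNA 2, with 58 and 47 below 0 (exact permutation p = 0.8 and p = 0.4 for the set mean). With siRNA 2 the sign changed with TMM factors (−0.005) and DESeq2 (−0.009), and with the block the medians were −0.002 and 0.011. With TMM factors 75 genes were below 0 with siRNA 1 and 63 with siRNA 2. None of these genes passed an FDR of 0.05 with siRNA 1 (6 at an unadjusted p under 0.05), and 2 did with siRNA 2, Srsf12 the higher of them at 0.51.

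**Figure D3:**
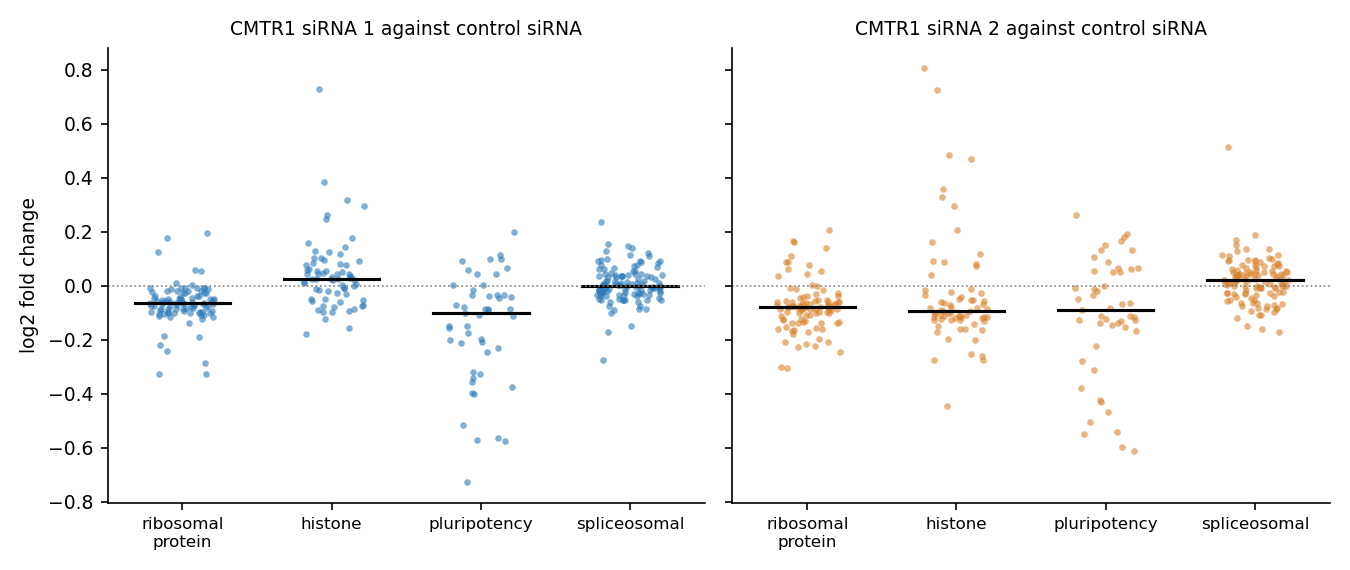
Log2 fold change of each ribosomal protein, histone, pluripotency and spliceosomal gene with CMTR1 siRNA 1 and siRNA 2, scaled by library size. Lines mark medians; the siRNA 2 spliceosomal median is above 0 here and below 0 with TMM factors or DESeq2.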

The fold changes of these transcripts did not correlate with CMTR1 or RNAPII binding, suggesting that the influence of CMTR1 on these genes is likely indirect (Figure 5C, D and Supplementary Figure S11, S12).

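Of the pluripotency genes, 7 are in the part of Supplementary Table S1 used here. Their log2 fold changes correlated with CMTR1 density at r = −0.685 with siRNA 1 and −0.830 with siRNA 2 (exact permutation p = 0.086 and p = 0.014, adjusted p = 0.18 and adjusted p = 0.06 over 30 correlations; rho −0.821 and −0.857). With RNAPII density r was −0.635 and −0.608 (exact permutation p = 0.12 and p = 0.15). The 14 spliceosomal genes gave r = 0.175 and −0.141 for CMTR1 (permutation p = 0.56 and p = 0.63) and 0.107 and 0.355 for RNAPII (permutation p = 0.68 and p = 0.22). The paper sets the correlations found for histone and ribosomal protein genes against their absence in these gene sets, and from that absence proposes an indirect influence of CMTR1 on them. For Nanog it also cites its nuclear run-on assay, where neither repression nor addition of CMTR1 changed transcription significantly. That assay was not examined here.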

**Figure 5.**
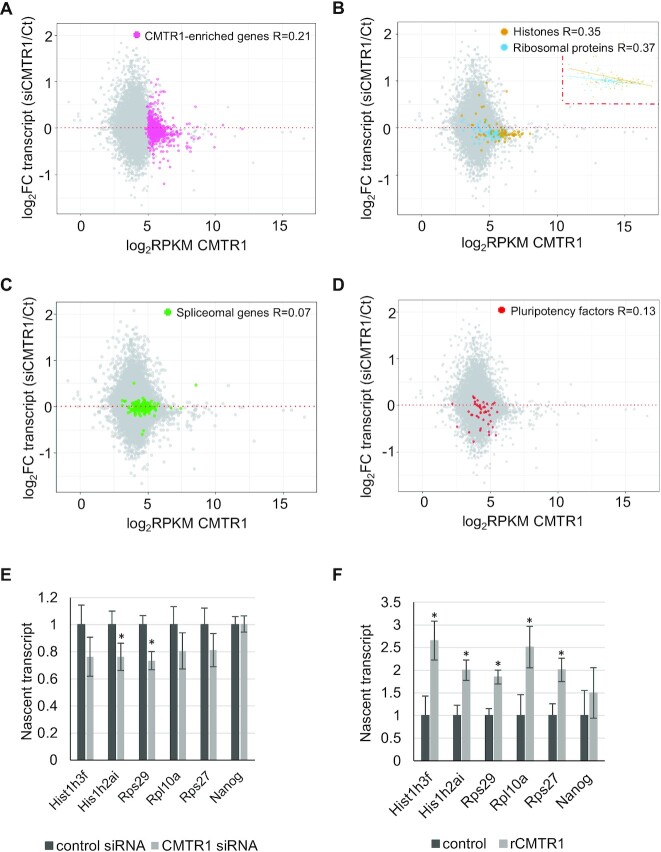
CMTR1 promotes expression of ribosomal protein and histone genes (**A**–**D**). Dot plots of CMTR1 binding (TSS ± 500 b) in control cells and changes in RNA levels following CMTR1 siRNA transfection. Highlighted: (**A**) CMTR1-enriched genes (768 genes), (**B**) histones genes (68 genes) and ribosomal protein genes (100 genes), (**C**) spliceosomal genes (154 genes) and (**D**) pluripotency genes (45 genes). Pearson correlation coefficients (R) indicated. (**E** and **F**) RT-qPCR analysis of nascent RNA following nuclear run-on assay (*N* = 3). (E) Nuclei were prepared from ESC transfected with CMTR1 siRNA or control. (F) recombinant (r) CMTR1 protein was added to ESC nuclei. For each replicate, RNA level was normalized to the corresponding nascent Actin RNA level. For charts, average and standard deviation of three experiments presented. ‘*’ indicates a *P*-value < 0.05 for the Student’s *T* test, performed relative to control.

Since we observed that the histones and ribosomal protein genes have the highest levels of CMTR1 recruitment (Supplementary Table S1, Figures 2B, 3D), and RNAPII and transcript levels were significantly repressed on CMTR1 repression (Figures 4B, 5B), we investigated whether their transcription can be directly influenced by CMTR1. Nascent transcription of histone genes and ribosomal protein genes in isolated ESC nuclei was analysed in nuclear run-on assays (Figure 5E, F). Nascent transcription of histone genes and ribosomal protein genes was reduced in ESCs in which CMTR1 was repressed (Figure 5E). Conversely, addition of recombinant CMTR1 to ESC nuclei stimulated nascent transcription of histone and ribosomal protein genes (Figure 5F). As a control, transcription of the pluripotency factor Nanog was investigated, which was not significantly regulated by CMTR1 repression or addition (Figure 5E,F). These results confirmed that CMTR1 can have a direct impact on nascent transcription of histone and ribosomal protein genes.

### CMTR1 is upregulated during neural differentiation of ESC

To determine the biological impact of CMTR1, we investigated its role in ESCs in the pluripotent state and during differentiation. To induce differentiation, the growth factor LIF (Leukemia Inhibitory Factor) was withdrawn from the medium resulting in morphological changes associated with differentiation, suppression of pluripotency factors (Oct4, Nanog, Sox2 and Klf4), and an increase in markers of differentiation (Brachyury, Sox17 and Sox1) (Figure 6A). During LIF withdrawal-induced differentiation, CMTR1 protein was upregulated independently of changes in CMTR1 RNA level, indicating a post-transcriptional mechanism (Figure 6B). CMTR1 is likely to be upregulated either by increases in translation rate or by decreases in protein turnover. ESCs were also differentiated towards a neural fate by culture in N2B27 medium, with associated repression of pluripotency factors and induction of the neural marker, Pax6 (Figure 6C). CMTR1 protein was also upregulated by a post-transcriptional mechanism during neural differentiation (CMTR1 RNA level was maintained) (Figure 6D).

**Figure 6.**
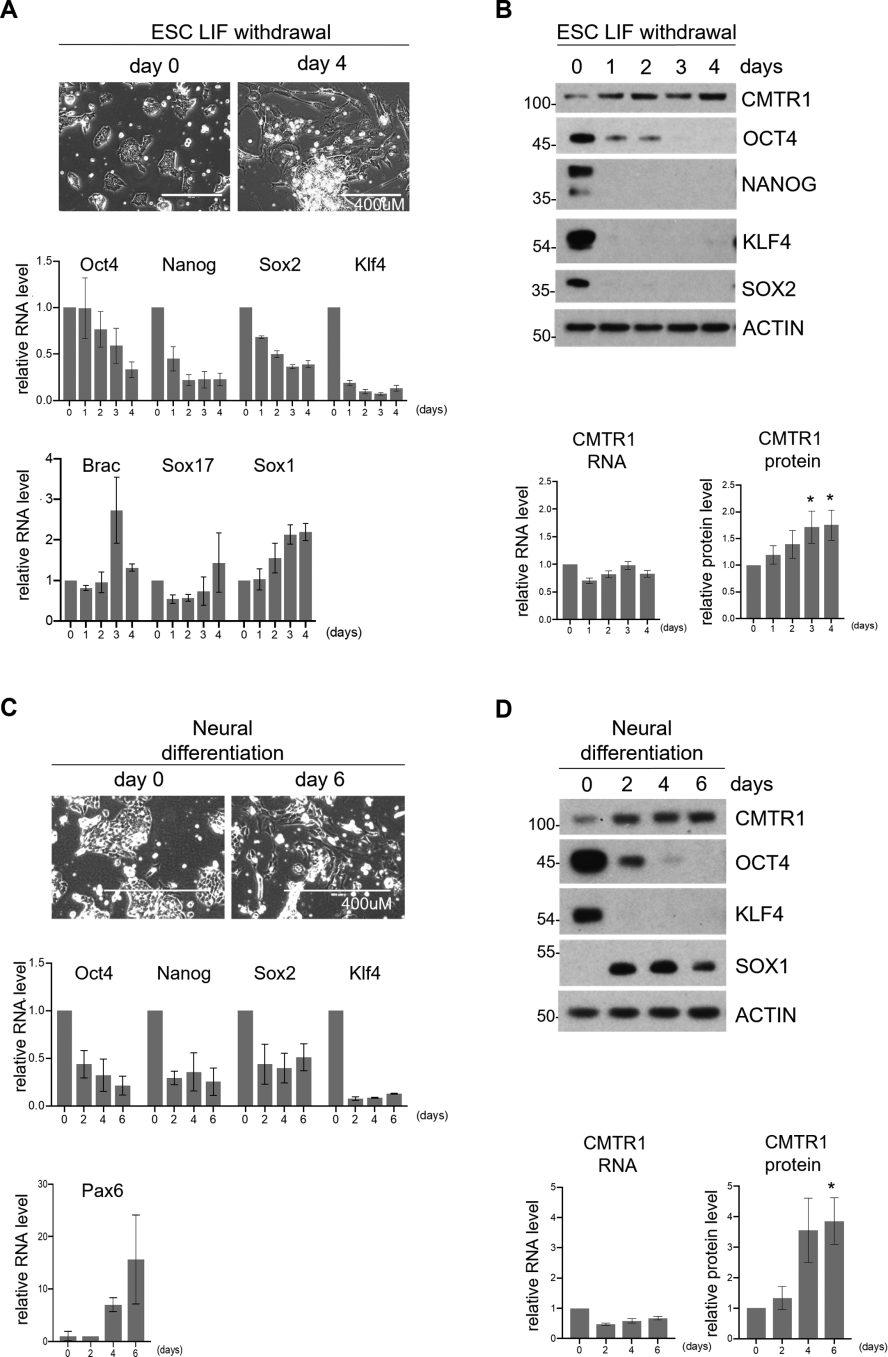
CMTR1 protein expression increases during ESC differentiation Differentiation was induced in ESC by LIF withdrawal. (**A**) Phase contrast images (top) and RT-PCR analysis of pluripotency-associated (Oct4, Nanog, Sox2, Klf4) and differentiation-associated (Brac, Sox17, Sox1) genes presented (bottom). (**B**) Representative western blot analysis of CMTR1 and pluripotency associated proteins (top) and quantification of CMTR1 RNA and protein levels (bottom). Neural differentiation was induced in ESC. (**C**) Phase contrast images (top) and RT-PCR analysis of pluripotency-associated (Oct4, Nanog, Sox2, Klf4) and neural (Pax6) genes presented (bottom). (**D**) Representative western blot analysis of CMTR1 and pluripotency associated proteins (top) and quantification of CMTR1 RNA and protein levels (bottom). For charts, average and standard deviation of 3 + experiments presented. For CMTR1 protein chart, ‘*’ indicates Student's *T* test *P*-value < 0.05. RNA levels were normalized to *Actin* and *Gapdh* and relative to day 0. Proteins levels were quantified relative to day 0 and normalized to Actin by densitometry using ImageJ.

To investigate the role of CMTR1 in differentiation, we used CRISPR technology in an attempt to delete the *Cmtr1* gene. Despite taking several approaches, we were unable to create a *Cmtr1* knock-out cell. However, we were able to achieve mutation of the *Cmtr1* gene in which 6 bp were deleted and 2 bp were mutated; this created an in-frame deletion of 2 amino acids, Ser 30 and Asp31, and mutation of Asp32 to Cys32 and Glu33 to Val33. We named this mutant *Cmtr1^KD^* because the expression of CMTR1 was significantly reduced (Figure 7A and Supplementary Figure S13). The *Cmtr1^KD^* mutation is not predicted to have a major impact on CMTR1 protein function because it is in a disordered region which is not part of the catalytic domain or a site of known protein:protein interaction (14,15,23). CAP-MAP mass spectrometry analysis of mRNA in the *Cmtr1^KD^* cell line indicated a reduction in the mature caps, ^m7^GpppG_m_, ^m7^GpppA_m_ and ^m7^Gppp^m6^A_m_ and an increase in the immature caps lacking N1 2′-O methylation, ^m7^GpppG, ^m7^GpppA and ^m7^Gppp^m6^A compared to control ESCs (Figure 7B) (4). This reduction in N1 2′-O-Me is consistent with a reduction in CMTR1 expression and indicates the absence of a completely redundant methyltransferase for this modification.

**Figure 7.**
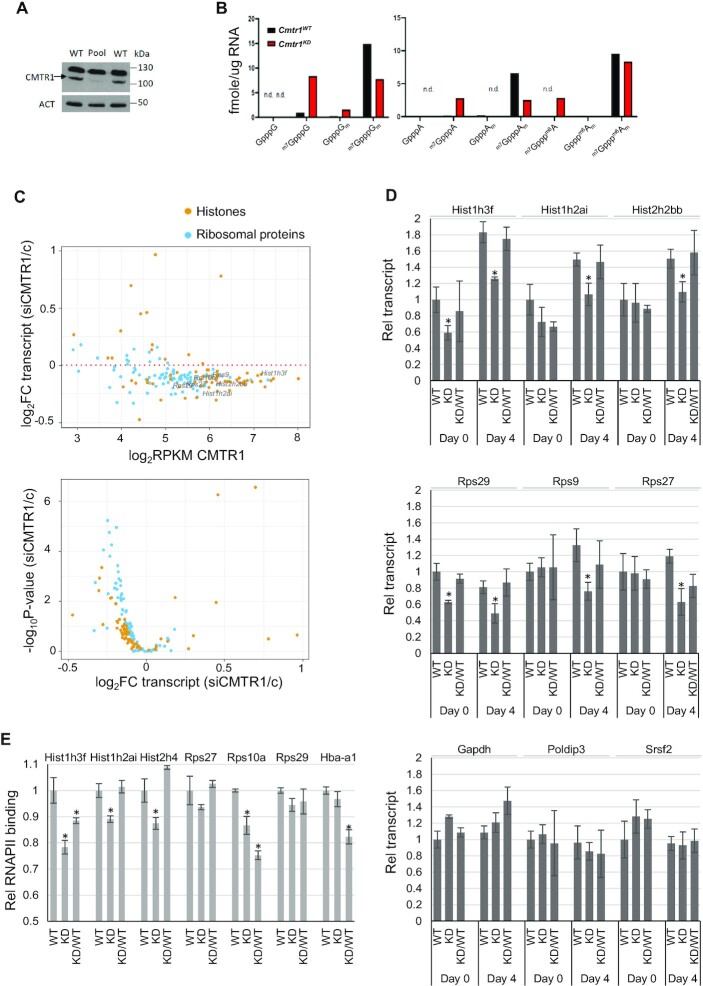
CMTR1 is required for histone and RP gene expression. (**A**) Western blot analysis of CMTR1 protein expression in *Cmtr1^WT^* and *Cmtr1^KD^* ESCs. Band verified by CMTR1 IP and KO. (**B**) CAP-MAP RNA cap structure analysis in *Cmtr1 ^WT^* and *Cmtr1^KD^* ESCs. ‘N.d.’, indicates not detected. (**C**) Regulation of histone and ribosomal protein genes following CMTR1 siRNA transfections (siCMTR1) in ESCs was determined by RNA seq analysis. Dot plots indicates transcript level in control cells and Log_2_FC following CMTR1 siRNA transfection. Volcano plots demonstrates Log_2_FC expression and EdgeR exactTest -log_10_ FDR adjusted *P*-value. (**D**) RT-PCR analysis of genes indicated relative to Actin RNA in *Cmtr1^WT^*, *Cmtr1^KD^* and *Cmtr1^KD^/*HA-CMTR1 ESCs, in cells cultured in LIF (day 0) and neuro differentiated cells (day 4). RNA levels were normalized to *Actin* and relative to day 0. (**E**) RNAPII ChIP-PCR in *Cmtr1^WT^*,*Cmtr1^KD^* and *Cmtr1^KD^/HA-CMTR1* ESCs. Unexpressed gene *Hba-a1* was used as a negative control, (D, E) *N* = 3. Average and standard deviation presented. ‘*’ Student’s *T* test *P*-value < 0.05, relative to control.

### CMTR1 is required for histone and ribosomal protein gene expression during differentiation

Initially, we investigated whether there was concordance between observations made in CMTR1 siRNA treated cells and *Cmtr1^KD^* ESCs. Following CMTR1 siRNA transfection there is a rapid reduction in CMTR1, whereas in *Cmtr1^KD^* ESCs there is long-term, minimal CMTR1 expression. As established previously, histone and RP RNA expression was reduced on CMTR1 siRNA transfection (Figure 7C, Supplementary Figure S14, Supplementary Table S1). 

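Of the 8 ribosomal protein and histone genes the paper names, adjusted p-values with CMTR1 siRNA 1 were 0.245 to 0.606, and 7 of the 8 had an FDR of at most 0.05 with siRNA 2. With replicate number as a block Hist2h2bb lost this call (log2 fold change −0.170, adjusted p = 0.0869), and the other called genes kept it. Rps29 (chromosome 12, 69157722 to 69159186) went from 256 ± 5.83 CPM (SD, n = 3) to 240 ± 10.6 with siRNA 1 and 222 ± 6.15 with siRNA 2 (n = 4 each). Its log2 fold changes were −0.095 and −0.21 (SE 0.046; adjusted p = 0.279 and adjusted p = 0.00202), and −0.080 and −0.19 with replicate number as a block. For Rps27 they were −0.085 and −0.20 (adjusted p = 0.326 and adjusted p = 0.00259), for Rpl10a −0.060 and −0.16 (adjusted p = 0.511 and adjusted p = 0.0137), and for Rps9 −0.077 and −0.14 (adjusted p = 0.34 and adjusted p = 0.0215). Hist2h4 had −0.12 and −0.26 (adjusted p = 0.245 and adjusted p = 0.00143). Hist1h2ai had −0.094 and −0.28 (adjusted p = 0.557 and adjusted p = 0.00987) and Hist2h2bb −0.073 and −0.20 (adjusted p = 0.606 and adjusted p = 0.0349), and these genes share 89.3% and 100.0% of their 75-nt words with other genes. Hist1h3f (chromosome 13, 23544052 to 23545312) went from 150 ± 3.61 to 161 ± 4.79 with siRNA 1 and 140 ± 7.36 with siRNA 2, log2 fold changes of 0.10 and −0.10 (adjusted p = 0.292 and adjusted p = 0.196). Gapdh gave −0.045 and −0.093 (adjusted p = 0.626 and adjusted p = 0.138).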

In the *Cmtr1^KD^* ESC, there was also a reduction in the histones and RPs, Hist1h3f, Hist1h2ai and Rps29, compared to *Cmtr1^WT^* ESCs, when cultured in LIF (Day 0) (Figure 7D and Supplementary Figure S15). Other histones and RPs were not repressed in *Cmtr1^KD^* ESC when cultured in LIF (Hist2h2bb, Rps9, Rps27). On neural differentiation of *Cmtr1^KD^* ESC, all histones and RP genes investigated were now repressed compared to the controls, suggesting that there is an increased requirement for CMTR1 as cells differentiate and CMTR1 is upregulated (see Discussion). Expression of HA-CMTR1 in the *Cmtr1^KD^* ESC was sufficient to rescue histone and RP expression. Three control genes were not significantly regulated in the *Cmtr1^KD^* ESC; Gapdh, Srsf2, Poldip3 (Figure 7D). Confirming that there is a transcriptional component to CMTR1-regulated RNA expression, ChIP-PCR was used to confirm that RNAPII binding to histone and RP genes is also largely repressed in *Cmtr1^KD^* ESC compared to controls, and expression of HA-CMTR1 resulted in rescue of RNAPII binding for most genes investigated (Figure 7E).

To investigate the impact of CMTR1-dependent RP gene expression, net translation rates were approximated by determining the rate of ^35^S cysteine and methionine incorporation into cellular proteins. In *Cmtr1^KD^* ESC, translation was significantly reduced compared to *Cmtr1^WT^* ESC and this could be rescued by expression of HA-CMTR1 (Figure 8A). A reduction in histones may lead to DNA replication stress and damage (41,42). A marker of DNA replication stress, phospho-Chk1, was upregulated on repression of CMTR1 (Figure 8B). During differentiation, a marker of DNA replication stress and damage, gamma-H2AX, was also upregulated on repression of CMTR1 (Figure 8C).

**Figure 8.**
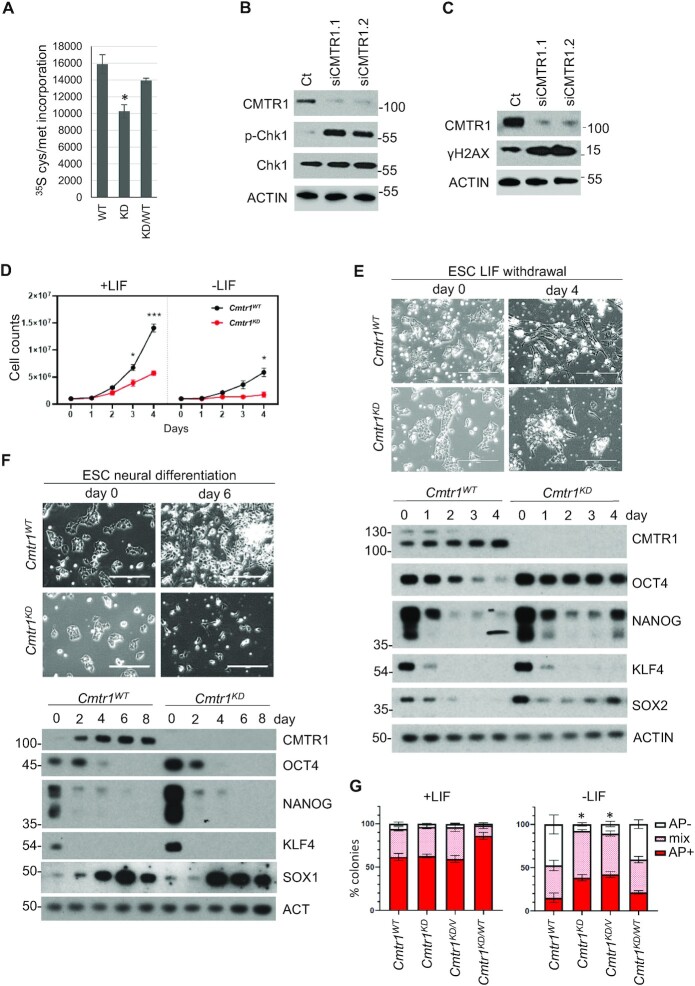
CMTR1 is required for histone and ribosomal protein gene expression during differentiation. (**A**) *Cmtr1^WT^*,*Cmtr1^KD^* and *Cmtr1^KD^/*HA-CMTR1 ESCs were cultured in ^35^S cysteine/methionine for 30 min and incorporation into cellular proteins was determined (*N* = 3). Average and standard deviation is presented. Student’s *T* test; ‘*’ indicates *P*-value < 0.05 relative to control. (**B**,**C**) Western blot analysis of ESC cultured in (B) LIF and (C) without LIF for 2 days following CMTR1 siRNA transfection; *N* = 3. (**D**) *Cmtr1^WT^ and Cmtr1^KD^* ESC were cultured in and without LIF for the days indicated. Cell number was counted; *N* = 3. Average and standard deviation presented. Student’s *T* test; ‘*’ indicates *P*-value < 0.05 relative to control timepoint. (E) *Cmtr1^WT^ and Cmtr1^KD^*ESC were induced to differentiate (**E**) by LIF withdrawal, (**F**) towards a neural fate. Phase contrast images and representative western blot analysis. (**G**) The ESC lines indicated were cultured without LIF for 6 days, then stained with alkaline phosphatase. Resultant colonies were scored as alkaline phosphatase (AP) negative (-), positive (+) or mixed; *N* = 4. Average and standard deviation presented. Student’s *T* test performed on data from AP- colonies; ‘*’ indicates *P*-value < 0.05 relative to control timepoint.

### CMTR1 is required for proliferation during differentiation

Since a reduction in protein synthesis and an increase in DNA replication stress is observed in *Cmtr1^KD^* ESC, we investigated the impact of CMTR1 repression on cell proliferation, a process dependent on histones for DNA replication and RPs for protein synthesis. When cultured in LIF, there was a reduction in cell proliferation in *Cmtr1^KD^* ESC and this could be rescued by expression of HA-CMTR1 (Figure 8D and Supplementary Figure S15B). When LIF was removed to initiate differentiation, *Cmtr1^KD^* ESC proliferation was further reduced, accompanied by apoptosis (Figure 8D,E, Supplementary Figure S15B,C). Cell proliferation was also severely attenuated in *Cmtr1^KD^* ESC undergoing neural differentiation (Figure 8F).

Since defects in gene expression and proliferation resulting from CMTR1 repression were exaggerated during differentiation, we investigated the regulation of pluripotency factors and markers during this process. The expression of pluripotency factors was repressed on CMTR1 siRNA transfection, however on long term inhibition of CMTR1 in *Cmtr1^KD^* ESC, pluripotency factors were increased (Supplementary Figure S16A, Figure 8E,F). It appears that compensatory mechanisms are occurring to maintain pluripotency factor expression on stable repression of CMTR1. However, following LIF withdrawal, *Cmtr1^KD^* ESC exhibited repression of pluripotency factors, equivalent to WT ESCs, although Oct4 was only mildly reduced (Figure 8E, Supplementary Figure S16B). 4 days into the differentiation programme, the *Cmtr1^KD^* ESCs re-expressed pluripotency factors, and expression of HA-CMTR1 rescued this phenotype (Figure 8E, Supplementary Figures S15A, S16B). This re-expression of pluripotency factors in the differentiating *Cmtr1^KD^*ESC culture is consistent with the differentiating cells having reduced proliferation and undergoing apoptosis (Supplementary Figure S15B,C). To validate these findings, we induced neural differentiation and found that *Cmtr1^KD^*ESC were also unable to proliferate during differentiation (Figure 8F). For the few *Cmtr1^KD^* cells which survived induction of neural differentiation (Figure 8F, micrographs), the markers of pluripotency, Oct4, Nanog, Klf4, were repressed on day 4 equivalently to WT cells and the intermediate neural marker, Sox1, was upregulated equivalently to WT cells (Figure 8F).

To further investigate the role of CMTR1 in ESC proliferation and differentiation, an Alkaline phosphatase (AP) colony assay was performed. AP staining is used as a marker of pluripotency during differentiation; when LIF is withdrawn and ESCs differentiate, there is a gradual increase in cell colonies which are negative for AP staining (Figure 8G and Supplementary Figure S17) (43). In *Cmtr1*^WT^ ESCs, over a titration of LIF withdrawal, AP negative colonies increased, whereas in *Cmtr1*^KD^ ESC, AP negative colonies were minimal (Supplementary Figure S17). Expression of HA-CMTR1 rescued this defect in differentiation (Figure 8G). This confirmed that there are differentiation defects in *Cmtr1*^KD^ ESC.

## DISCUSSION

First transcribed nucleotide ribose O-2 methylation (N1 2′-O-Me) is present on mRNA in mammalian cells and by labelling cellular RNA as self, it protects it from degradation by innate immunity pathways (2,3). The contribution of N1 2′-O-Me to cap function in gene expression is less well defined. Here we report that a key function of the N1 2′-O-Me methyltransferase, CMTR1, in embryonic stem cells (ESCs) is to promote histone and ribosomal protein gene expression. We found that CMTR1 is recruited to the TSS, with highest binding at histone genes, ribosomal protein genes and mRNA processing and transport genes. Repression of CMTR1 using siRNA transfections or genome editing resulted in a reduction in RNAPII binding to histone and ribosomal protein genes and a reduction in their expression. Thus, we observed that CMTR1 controls RNA levels in a gene specific manner in ESCs, correlating with RNAPII binding and expression level. In neurons, CMTR1 was found to control expression of Camk2a (21), and in the innate immune response, CMTR1 was found to be required for upregulation of certain interferon stimulated genes (20). In both scenarios and presented here in ESCs, CMTR1 is controlling the expression of some of the most highly expressed genes in the cell.

To investigate the impact of CMTR1 in ESCs, lines were created with minimal CMTR1 expression (*Cmtr1^KD^*). The *Cmtr1^KD^* cells had reduced proliferation when cultured in LIF, but when induced to differentiate, either by LIF removal or under conditions of neural differentiation, proliferation was severely attenuated compared to controls and cell differentiation was incomplete. As discussed, some ribosomal protein genes and histone genes were repressed in pluripotent conditions (in LIF), but they were more severely and consistently repressed during differentiation. Why ESCs exhibit enhanced dependency on CMTR1 for gene expression during differentiation is not clear, but it may be that the condensation of chromatin during differentiation requires increased CMTR1 to maintain interaction with RNAPII. Of note, the marker of DNA replication damage and stress, gamma-H2AX, was only upregulated on CMTR1 repression during differentiation, reinforcing that differentiation exaggerates the requirement for CMTR1.

Which genes mediate the proliferation defect in ESCs? Here we have established that the histone and RP genes are the most CMTR1-dependent and their CMTR1 dependency correlates with an impact on DNA replication stress and damage, and RNA translation, respectively. Although we have not conclusively proven that the defects in histone and RP genes are responsible for the proliferative defect observed when CMTR1 is repressed (it is not possible to restore expression of such a large complement of genes), it is likely that repression of these genes and the correlating defects in protein synthesis and DNA replication make a major contribution to the proliferative defect. For example, the ∼40% reduction in protein synthesis is *Cmtr1*^*KD*^ cells is unlikely to support the protein synthesis demands of cell proliferation. In addition, many other genes are CMTR1 responsive (Supplementary Table S1), which may contribute to the proliferative defect in *Cmtr1^KD.^*

In ESCs, the pluripotency factors were repressed following transient repression of CMTR1 using siRNA, but there was little correlation between CMTR1 binding and level of repression following CMTR1 knockdown. In addition, the Nanog gene was unresponsive to CMTR1 in the nuclear run-on assay emphasizing that its dependency on the enzyme is likely to involve an indirect mechanism. In *Cmtr1^KD^* ESCs, the pluripotency factors were elevated, potentially in a compensatory mechanism. During differentiation of *Cmtr1^KD^* cells induced by LIF withdrawal, most pluripotency genes were repressed with normal kinetics during initial stages of differentiation but were re-expressed in the differentiating culture in the small population of cells which escaped the proliferation defect and apoptosis. The emergence of AP negative colonies during differentiation was also repressed in *Cmtr1^KD^* cells, indicating a defect in differentiation. During neural differentiation, the attenuation of proliferation was severe, with few cells surviving.

The impact of CMTR1 and N1 2′-O-Me on RNA levels is likely to result from direct and indirect mechanisms. For histones and ribosomal protein genes, the more CMTR1 is bound to the TSS, the more the RNA is repressed in response to CMTR1 knockdown, indicating a relatively direct mechanism connecting CMTR1 and RNA levels. Nuclear run-on assays were used to focus on the role of CMTR1 in transcription. For the ribosomal protein genes and histone genes, the impact of CMTR1 on transcript appeared direct; in isolated nuclei CMTR1 knockdown results in a reduction in their transcription and addition of recombinant CMTR1 increases their transcription. RNMT and its product the ^m7^G cap are linked to a transcriptional checkpoint involving co-transcriptional stability and protein:protein interactions (1,27,37). For CMTR1 and its product N1 2′-O-Me, it is likely that analogous influences on co-transcriptional stability and transcriptional mechanisms are governing CMTR1-dependent mRNA levels. In ESCs, the expression of other genes, including pluripotency factors, is also repressed in response to CMTR1 repression. Of note, we found that genes involved in mRNA expression, processing and transport are CMTR1 targets in ESCs, which are likely to have indirect impacts on mRNA levels.

We report that the other major cap methyltransferase, RNMT, also binds at the TSS but it was only detected above significance thresholds at 20 genes. Unlike the other capping enzymes, RNMT does not have a CTD interaction domain and a direct interaction with RNAPII has not been demonstrated (22,23,44–46). Since the majority of nascent RNA has a ^m7^G cap, and a redundant N-7 cap guanosine methyltransferase is not observed in RNMT depleted extracts, RNMT must be recruited to nascent guanosine caps during transcription via a different mechanism (37). A previous study demonstrated that RNMT binds to RNA in correlation with the expression of that gene, without apparent preference for motifs or RNA regions (27). RNMT is more highly expressed than the other capping enzymes and has much higher activity in *in vitro* assays; this and its affinity for RNA may waive the requirement for a CTD interaction motif on which the other capping enzymes are dependent to facilitate interaction with the guanosine cap substrate (26,27). RNMT may act as many other enzymes; a transient interaction with the guanosine cap substrate, facilitated by an affinity for the TSS and associated proteins/RNAs, is sufficient for N-7 guanosine cap methylation to occur.

The majority of mRNA has a ^m7^GpppX_m_ cap in ESCs and therefore the action of both CMTR1 and RNMT appears to be required to produce stable mRNA and viable cells (4,5). However, CMTR1 and RNMT have different target genes and quite distinct biological roles in ESCs. Whereas CMTR1 is upregulated during differentiation and is required for histone and RP gene expression and proliferation, RNMT-RAM (active RNMT complex) is repressed during differentiation and this repression is required for the process of differentiation (26). In ESCs, high levels of RNMT-RAM are required for pluripotency-associated gene expression and repression of RNMT-RAM is required for repression of these genes during differentiation (26). These differences in RNMT and CMTR1 function during differentiation may be facilitated by differences in their mechanism of recruitment to their substrate, guanosine-capped RNA, which direct differences in their major RNA targets. The differential regulation of RNMT and CMTR1 during ESC differentiation directs them to control different genes and biological pathways during this process.

## DATA AVAILABILITY

All genomic and transcriptomic data described here are deposited in Gene Expression Omnibus under accession number GSE175631.

## Supplementary Material

gkac122_Supplemental_Files Click here for additional data file.

# Supplementary material for: CMTR1 is recruited to transcription start sites and promotes ribosomal protein and histone gene expression in embryonic stem cells
**Source:** Nucleic Acids Res. 2022 Feb 25;50(5):2905–22. doi: 10.1093/nar/gkac122
**Supplement:** gkac122_Supplemental_Files

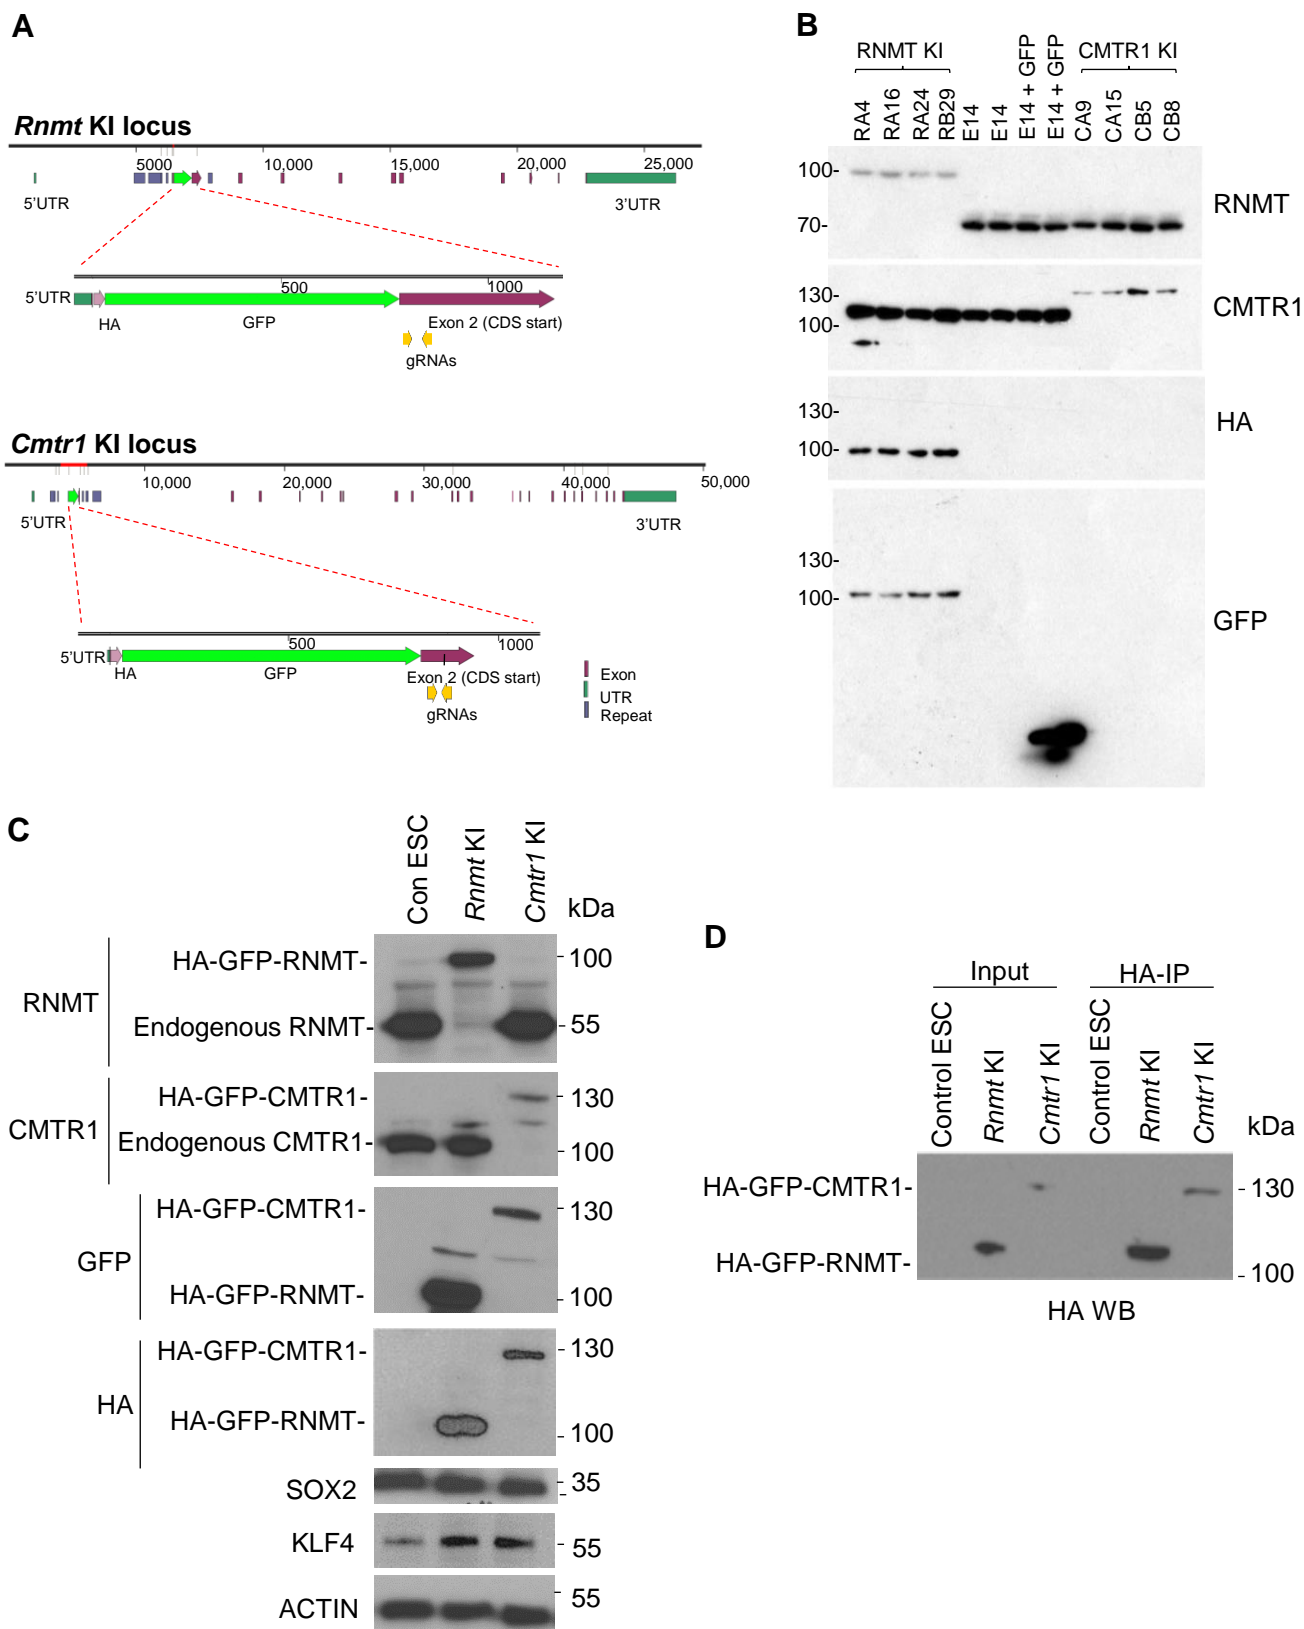

**Figure S1. HA-GFP *Rnmt* and *Cmtr1* KI ESCs** (A) Depiction of the *Rnmt* and *Cmtr1* knock-in (KI) strategy using CRISPR-Cas9. cDNA encoding the HA tag fused to enhanced GFP (HA-GFP) was knocked into the 5' ends of the endogenous *Rnmt* and *Cmtr1* loci. The targeting regions of the guide RNAs (gRNA) and the start of the coding sequence (CDS) are marked. Exons, UTRs (untranslated regions) and Repetitive DNA sequences (Repeats) are depicted. (B) Western blot analysis of 4 clones of each KI and control. (C) Western blot analysis of protein expression in the *Rnmt* and *Cmtr1* HA-GFP KI ESCs. (D) Immunoprecipitation (IP) using anti-HA magnetic beads of HA-GFP-RNMT and HA-GFP-CMTR1 in the *Rnmt* and *Cmtr1* HA-GFP KI ESCs.

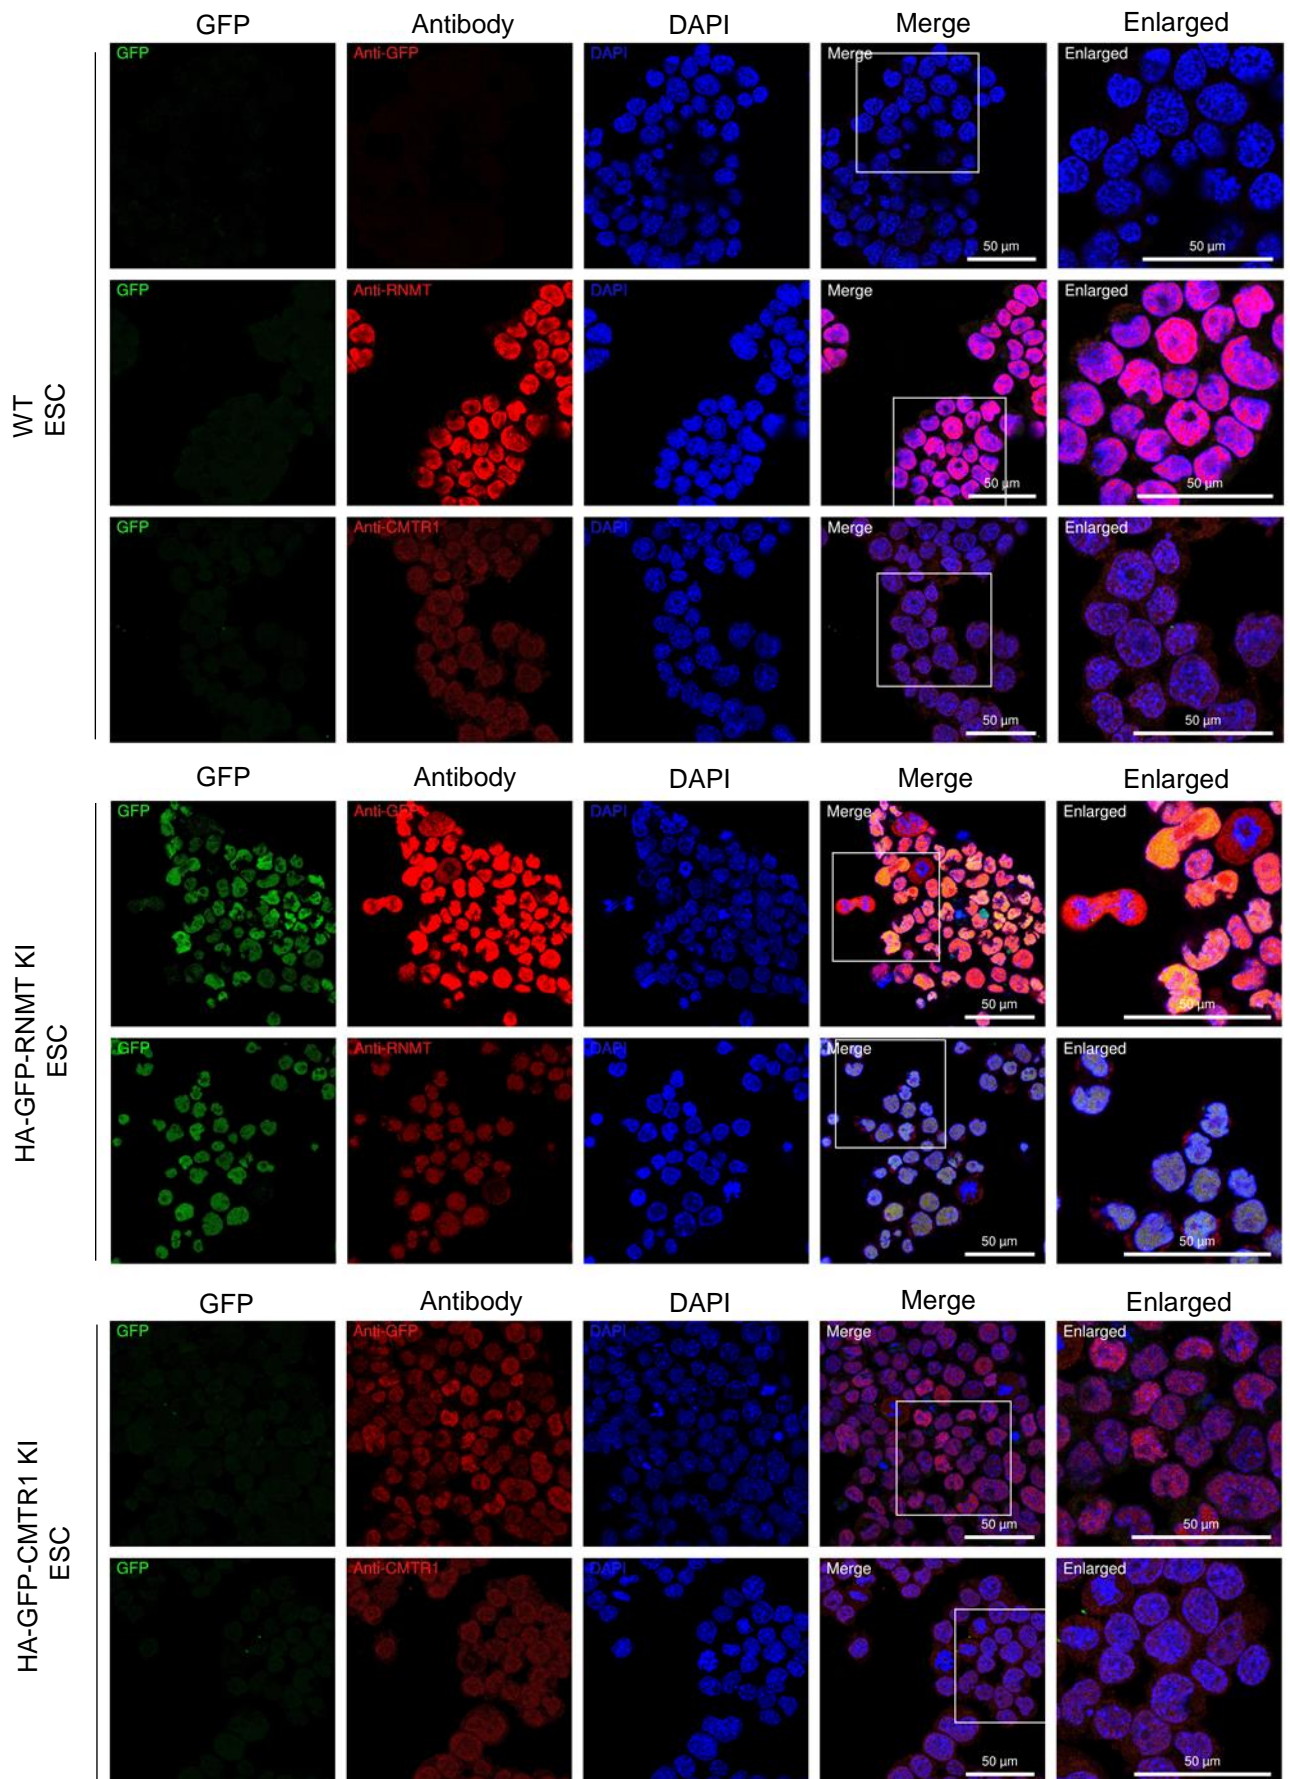

**Figure S2. Endogenous and HA-GFP knock-in RNMT and CMTR1 are predominantly nuclear in ESC lines.** Log phase parental ESC and HA-GFP-RNMT and HA-GFP-CMTR1 lines were fixed and stained with anti RNMT, CMTR1 and GFP antibodies. GFP was also visualised directly.

A

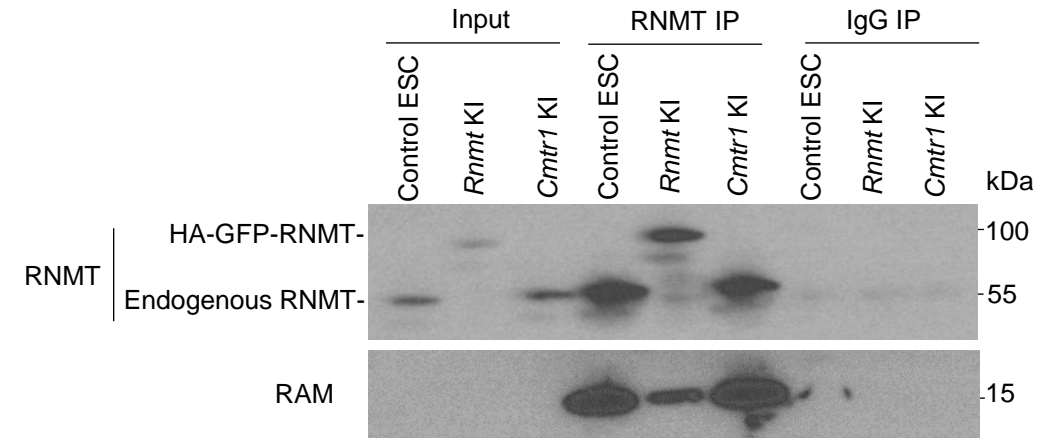

B

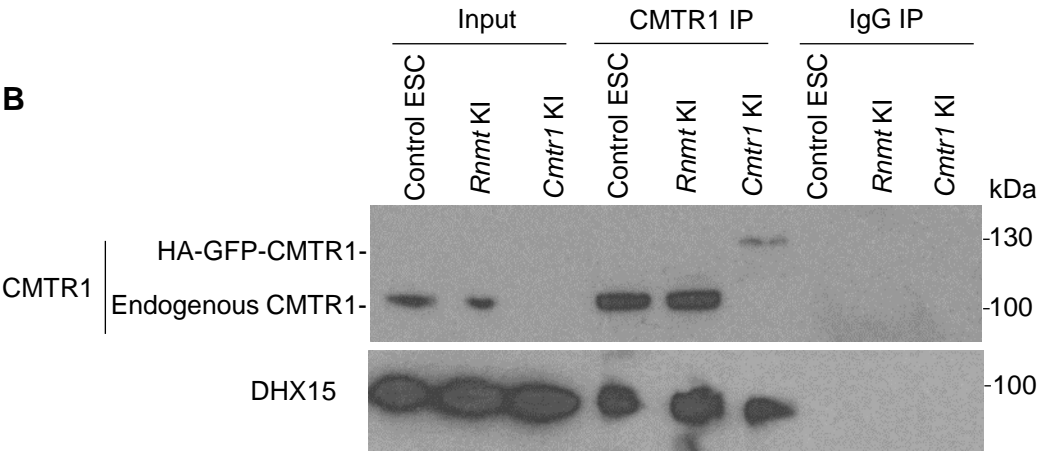

**Figure S3. Endogenous and HA-GFP knock-in RNMT and CMTR1 are co-immunoprecipitated with binding proteins.** Extracts from parental ESC and HA-GFP-RNMT and HA-GFP-CMTR1 knock-in lines were subject to immunoprecipitation using (A) anti-RNMT and (B) anti-CMTR1 antibodies, or IgG antibodies as a control. Western blot analysis was performed

**A**

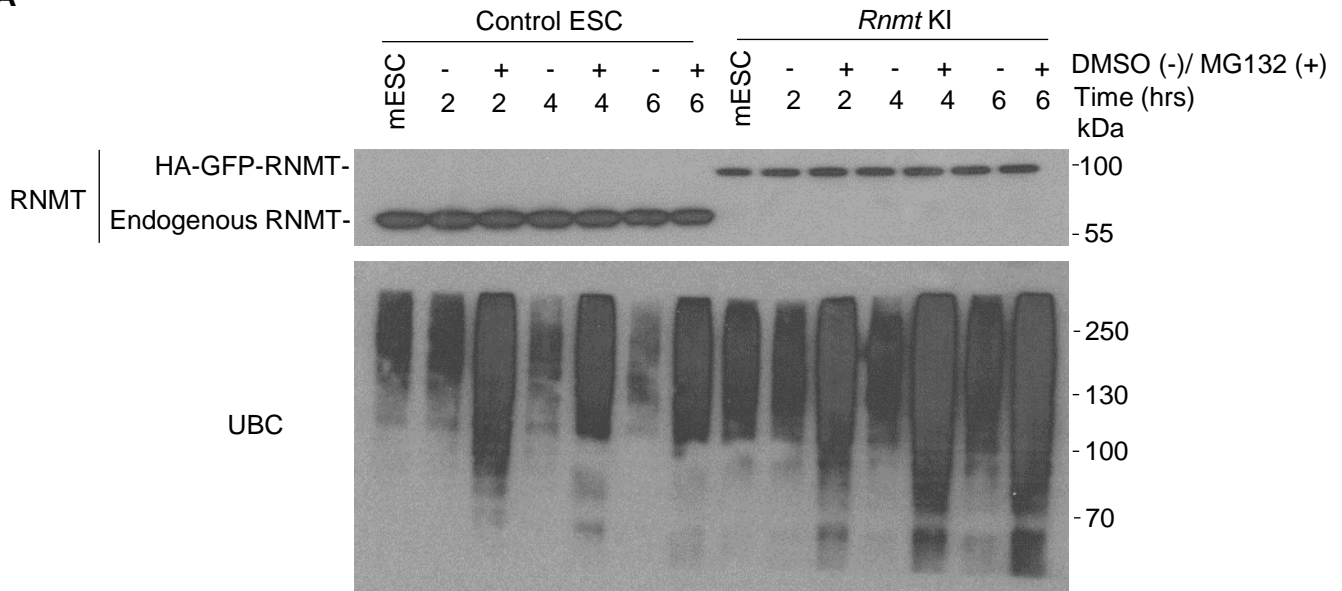

**B**

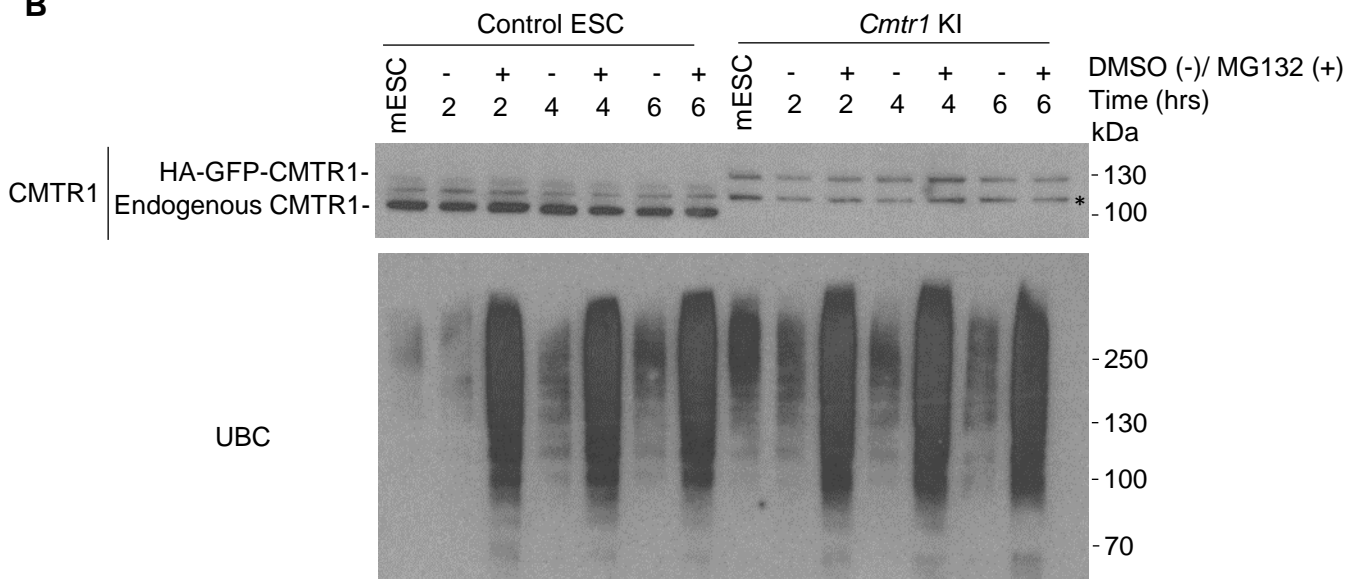

**Figure S4. Endogenous and HA-GFP knock-in RNMT and CMTR1 are not stabilised by incubation with MG132.** Parental ESC and HA-GFP-RNMT and HA-GFP-CMTR1 knock-in lines were treated with 5µM MG132 or DMSO control for the time indicated. Western blots were performed to detect A) RNMT or B) CMTR1. UBC expression was used as a positive control for MG132-dependent stabilisation of proteins. \* in CMTR1 indicates non-specific band, verified by CMTR1 IP and KO.

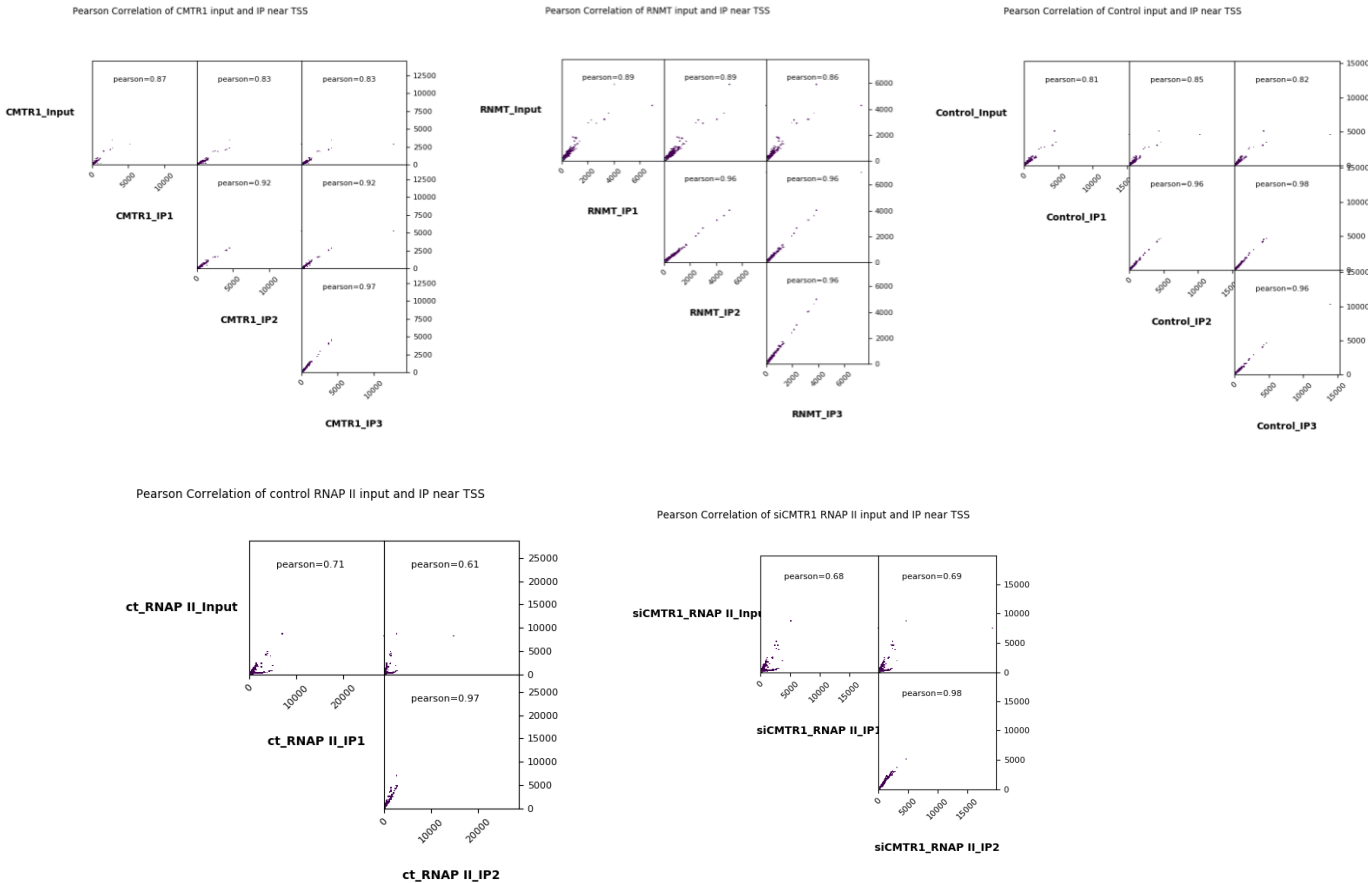

**Figure S5. Pearson correlations of RNA seq and ChIP seq data** Pearson correlation of CMTR1, RNMT, control IP, RNAP II IP (control siRNA) and RNAP II IP (CMTR1 siRNA 1) ChIP-seq library replicates and inputs  $\pm 2\text{kb}$  around TSS.

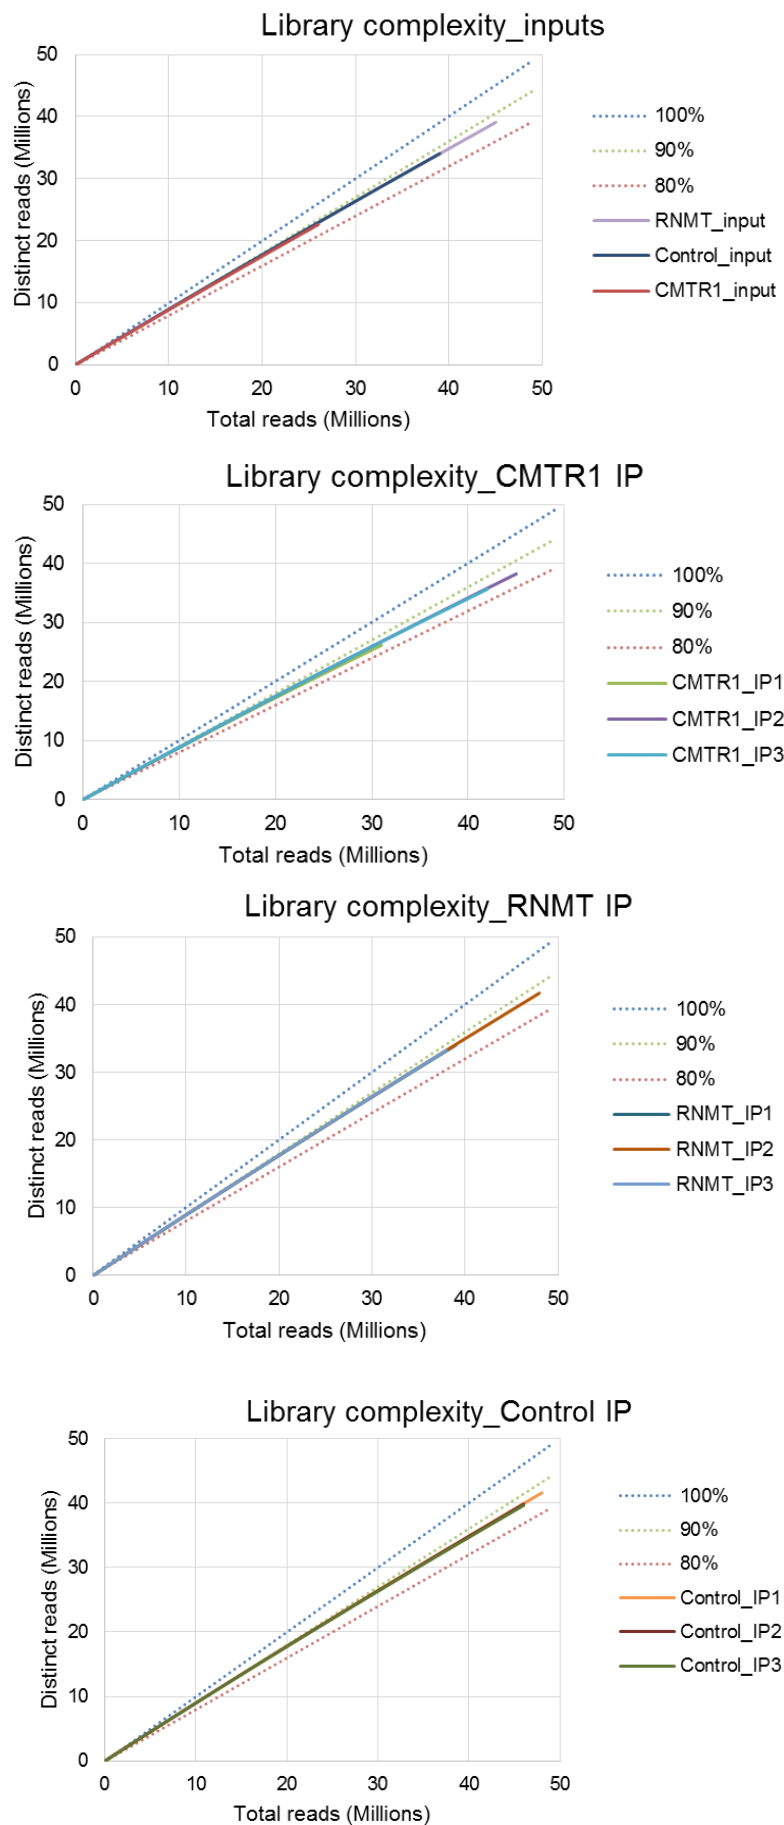

**Figure S6. Line chart indicating the ChIP-seq library complexity** Solid lines indicating the proportion of uniquely mapped reads of all mapped reads. Dash lines marked the boundary of 80%, 90% and 100% uniquely mapped reads.

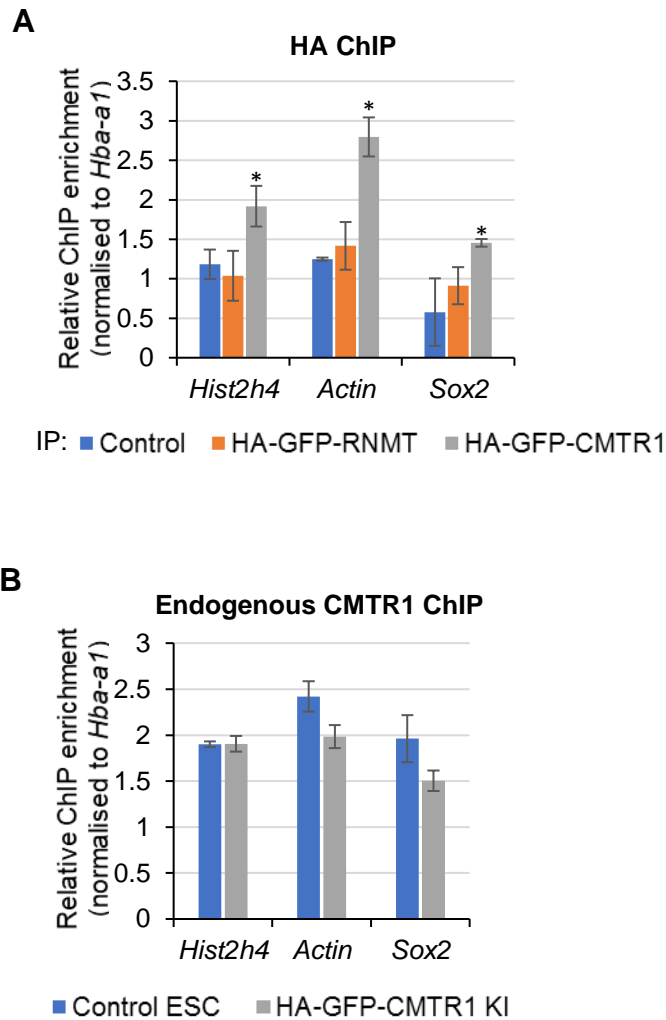

**Figure S7. ChIP-qPCR analysis of HA-GFP-RNMT and HA-GFP-CMTR1 recruitment** (A) ChIP assays were performed using anti-HA-antibody conjugated magnetic beads in ESC control cells, HA-GFP-RNMT KI cells and HA-GFP-CMTR1 KI cells (N=3). T-test P value <0.05 indicated by “\*”. (B) ChIP assays were performed using the endogenous anti-CMTR1 antibody in ESC control cells and HA-GFP-CMTR1 KI cells (N=2). Relative enrichment of DNA regions bound by the capping enzymes were obtained by calculating the fold change of ChIP signals between the target TSS and the negative control gene *Hba-a1* TSS. Data is presented as average and standard deviation.

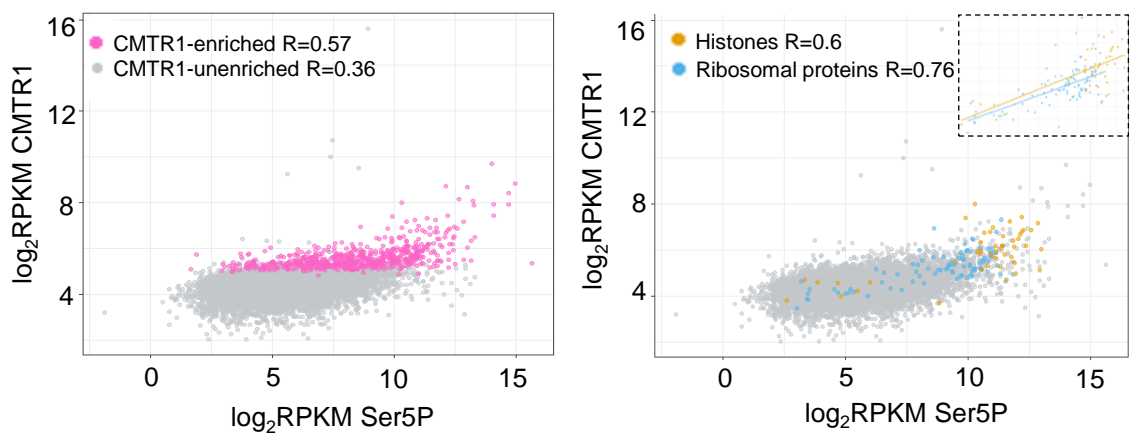

**Figure S8. Correlation of CMTR1 and RNAPII Ser5P ChIP signal** Dot plots indicating the correlation between CMTR1 and RNAPII Ser5P read densities ( $\log_2\text{RPKM}$ )  $\pm 500\text{b}$  around TSS in the expressed CMTR1-enriched genes ( $N=768$ ), histones ( $N=68$ ) and ribosomal proteins ( $N=100$ ) and all expressed genes in ESC.

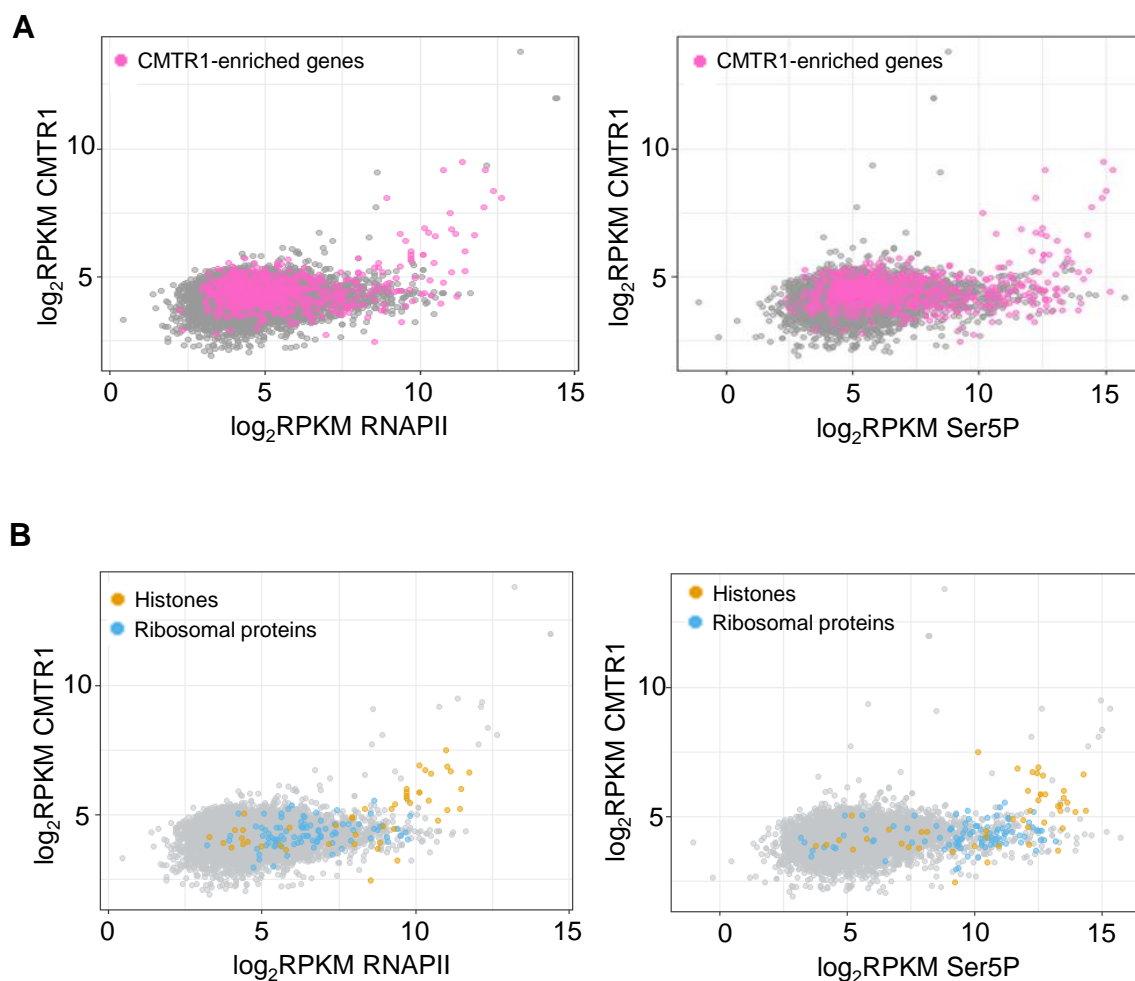

**Figure S9. Correlation of CMTR1 and RNAPII ChIP signal at TES** (A) Dot plots indicating the correlation between CMTR1 and RNAPII (left) or RNAPII Ser5P (right) read densities ( $\log_2$ RPKM)  $\pm 500$ b around TES in the expressed CMTR1-enriched genes (768 genes) and CMTR1-unenriched genes, from all expressed genes in ESC. (B) Dot plots indicating the correlation between CMTR1 and RNAPII (left) or RNAPII Ser5P (right) read densities ( $\log_2$ RPKM)  $\pm 500$ b around TES in histones (68 genes), ribosomal proteins (100 genes) and other expressed genes of all the expressed genes in ESC.

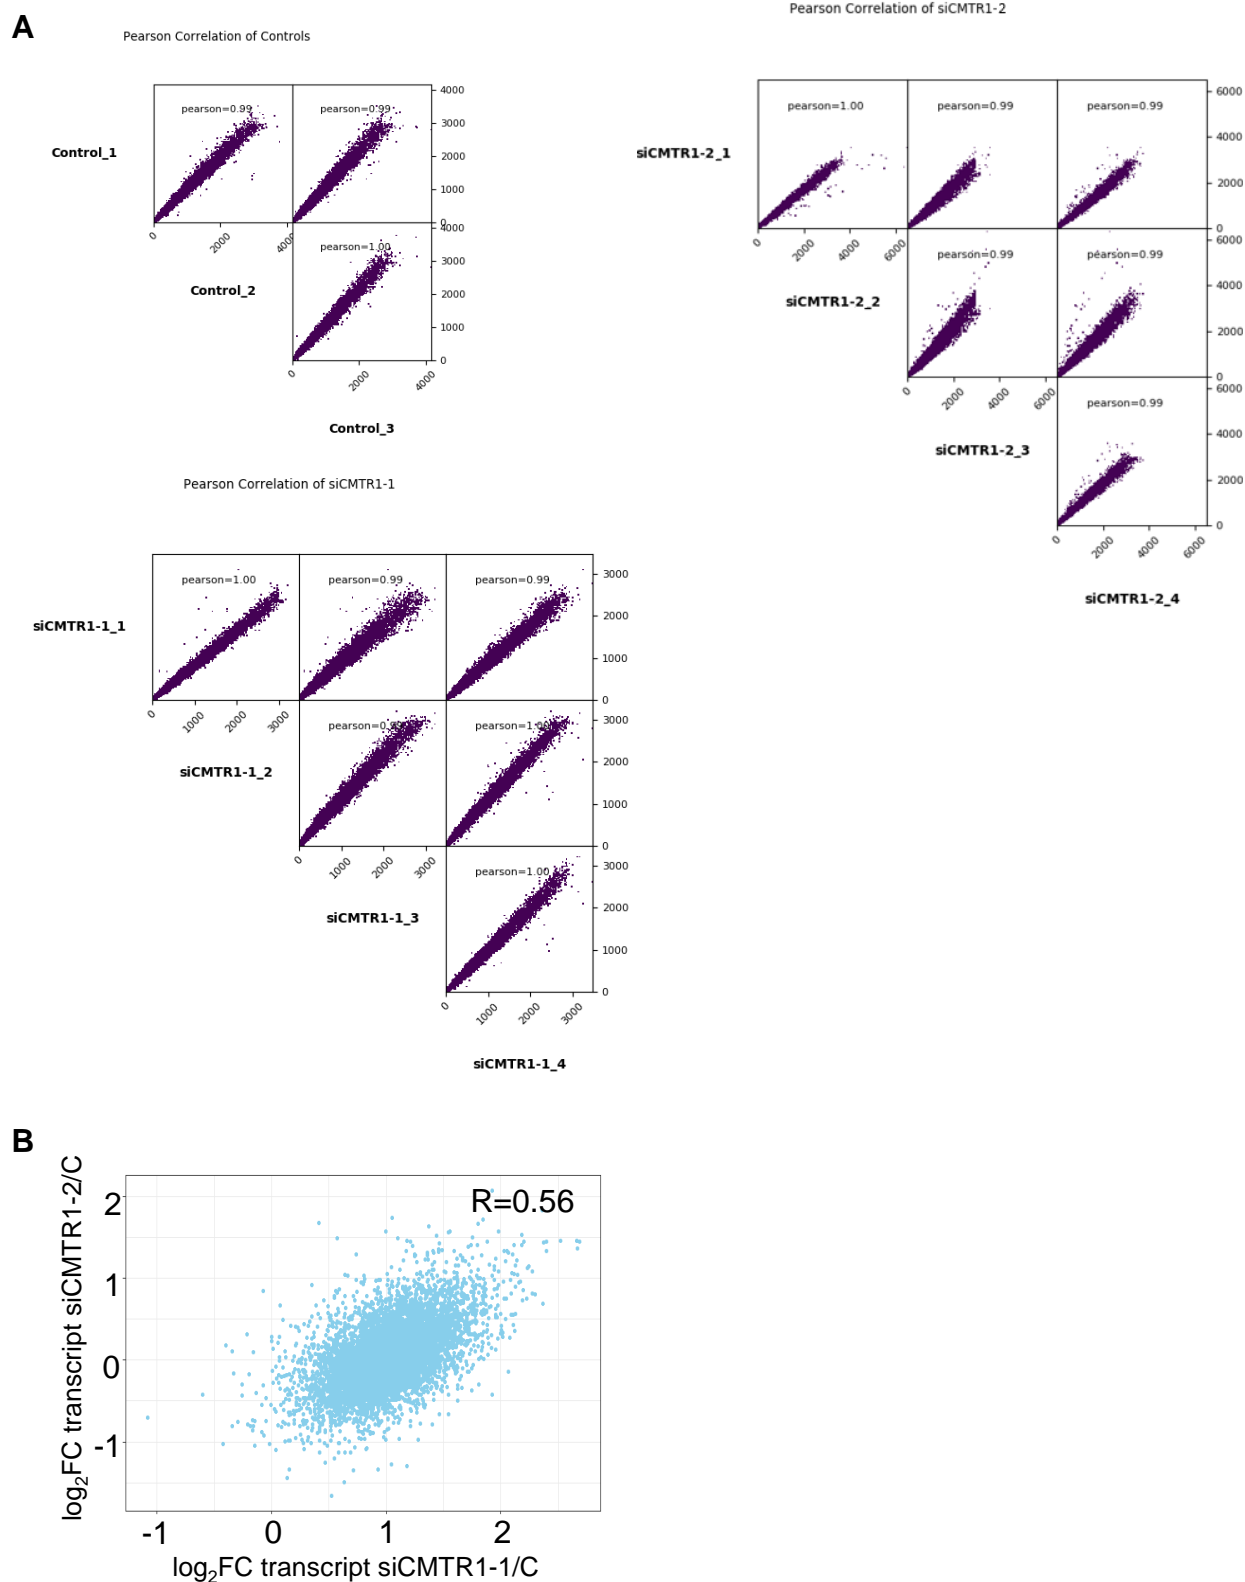

**Figure S10. RNA-seq libraries analysis prepared from ESC transfected with CMTR1 siRNA and control** (A) Pearson correlation of CMTR1 knockdown RNA-seq replicates using the control siRNAs and two siRNAs targeting CMTR1 (1 and 2). (B) Correlation plots of log<sub>2</sub> FC of transcripts between CMTR1 siRNA 1 and 2.

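Pearson r between control libraries, computed on log2 CPM of 16073 genes, was 0.991 to 0.992. It was 0.990 to 0.992 among the siRNA 1 and among the siRNA 2 libraries, and 0.986 to 0.991 between libraries of different siRNAs. Over the 15 pairs of replicates, the difference in counts per gene was 1.31 to 2.94 times what counting noise alone gives, as a chi-square per gene. The common biological coefficient of variation was 4.18%.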

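The log2 fold changes with CMTR1 siRNA 1 and siRNA 2 correlated across 16073 genes at Pearson r = 0.557 (Spearman rho 0.521), and at 0.567 over the 6087 genes with a mean log2 CPM of at least 5. With replicate number as a block r was 0.586. Both fold changes are taken against the same 3 control libraries, which adds to r: with a different control library for each siRNA the median r of 6 assignments was 0.152 (0.130 to 0.217), and with 1 shared control library it was 0.713. A single control library adds noise, which lowers r where it is not shared and raises r where it is. These values thus do not give the size of a common response.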

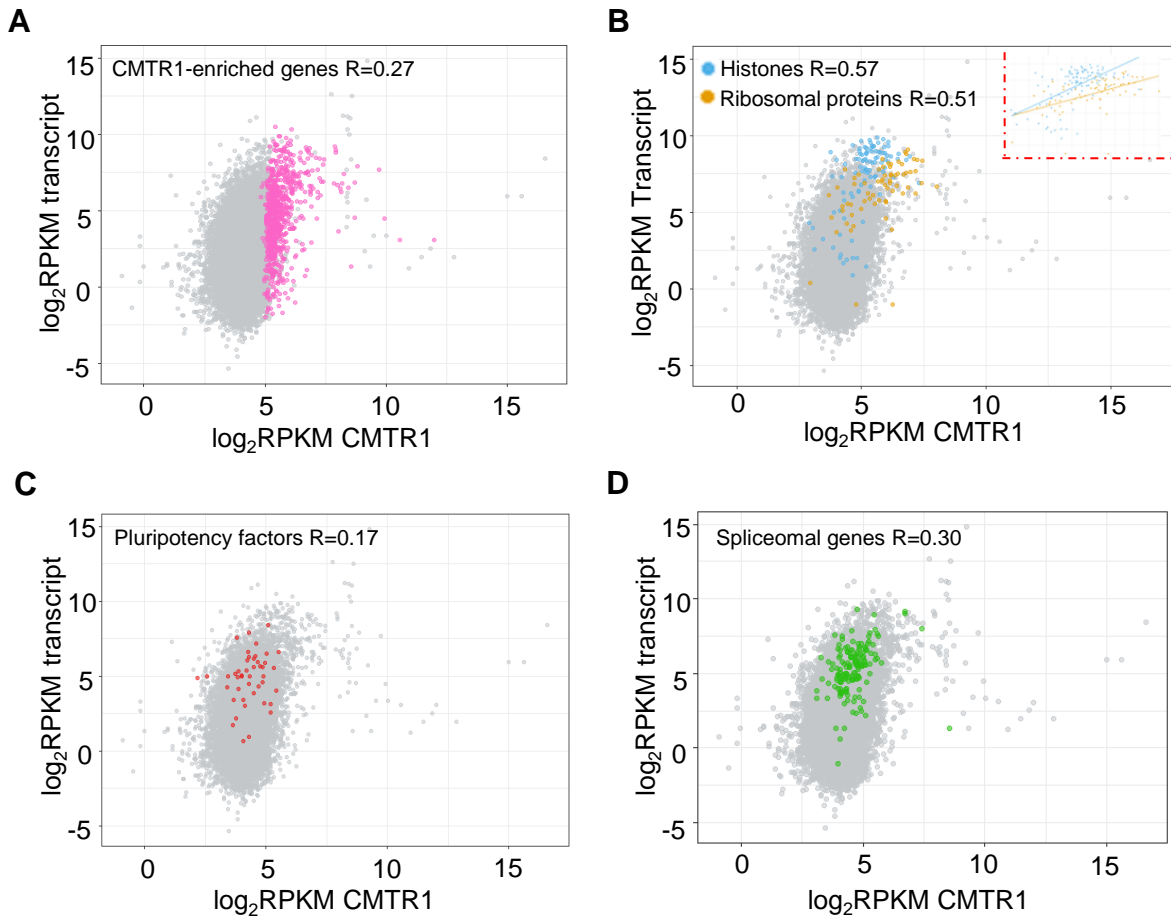

**Figure S11. Correlations between CMTR1 ChIP signal (TSS  $\pm 500$ b) and RNA-seq transcript levels** In CMTR1-enriched genes (768 genes), histones (68 genes) and ribosomal protein genes (100 genes), spliceosomal genes (154 genes) and pluripotency genes (45 genes).

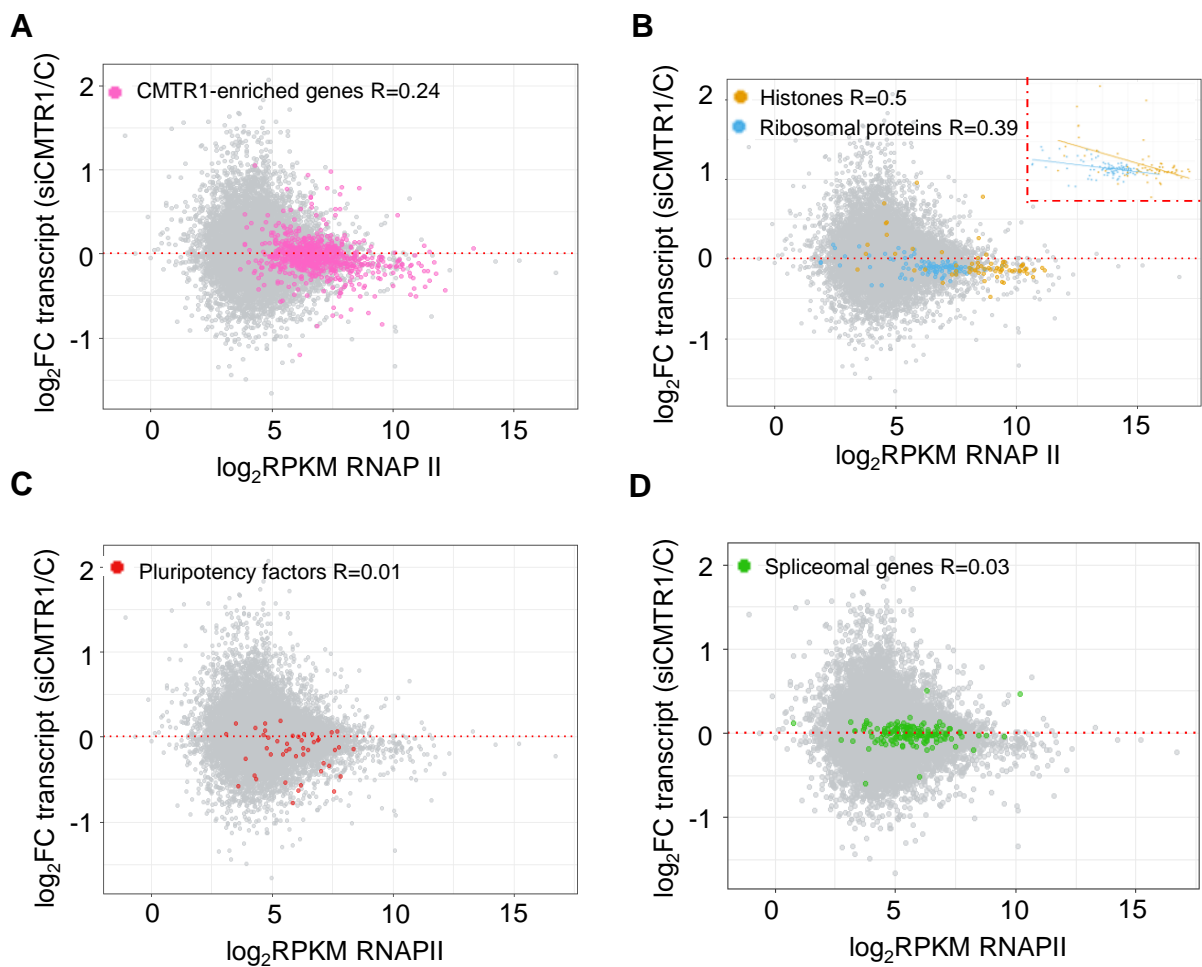

**Figure S12. Correlation of RNAPII levels in control cells and change in transcript level following CMTR1 siRNA transfection** (A-D) Dot plots indicating the correlations between RNAP II bindings (TSS  $\pm 500$ b) and the influence of CMTR1 knockdown on transcript levels in CMTR1-enriched genes (768 genes), histones (68 gene) and ribosomal protein genes (100 genes), spliceomal genes (154 genes) and pluripotency genes (45 genes).

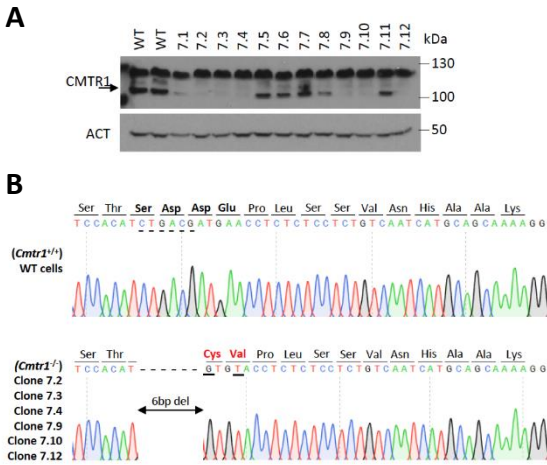

**Figure S13. Analysis of *Cmtr1*<sup>KD</sup> ESC** CMTR1 protein expression was analysed by western blot in *Cmtr1*<sup>KD</sup> ESC, (A) from single cell clones. (B) Genomic DNA sequencing analysis.

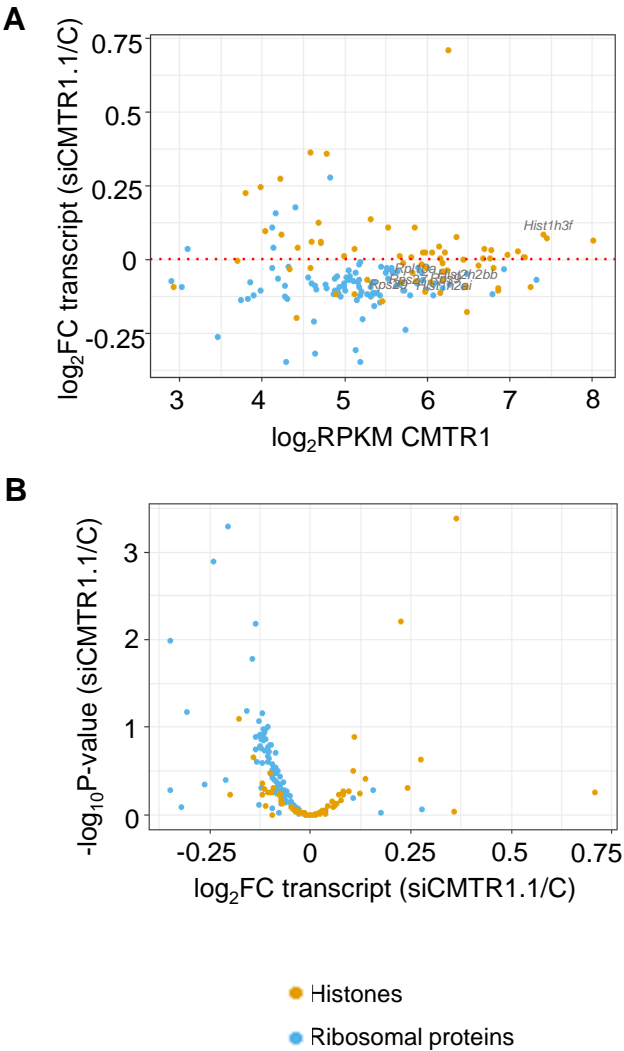

**Figure S14. Histones and ribosomal proteins transcription analysis using different siRNA targeting CMTR1 (CMTR1 si1).** (A) Dot plots indicating gene expression in control cells and Log<sub>2</sub>FC following CMTR1 siRNA 1 transfection. (B) Volcano plots demonstrating Log<sub>2</sub>FC expression and EdgeR exactTest –log FDR adjusted P value.

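With CMTR1 siRNA 1, the ribosomal protein genes with an FDR of at most 0.05 were Rplp0 (log2 fold change −0.18, adjusted p = 0.00386), Rpl13a (−0.22, adjusted p = 0.0201), Rpl22l1 (−0.29, adjusted p = 0.0432) and Rpl10l (−0.33, adjusted p = 0.0322). The histone genes were H2afy2 (0.38, adjusted p = 0.00332) and H2afy (0.25, adjusted p = 0.0176), both variant histones and both higher. These genes were picked after their values were seen. With siRNA 2, Rplp0 and Rpl13a were also lower (−0.22, adjusted p = 0.000268, and −0.25, adjusted p = 0.00449) and H2afy2 higher (0.48, adjusted p = 7.62e-05). Rpl22l1 (−0.23, adjusted p = 0.0818) and H2afy (0.088, adjusted p = 0.448) were not called, and Rpl10l had the opposite sign (0.17, adjusted p = 0.252).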

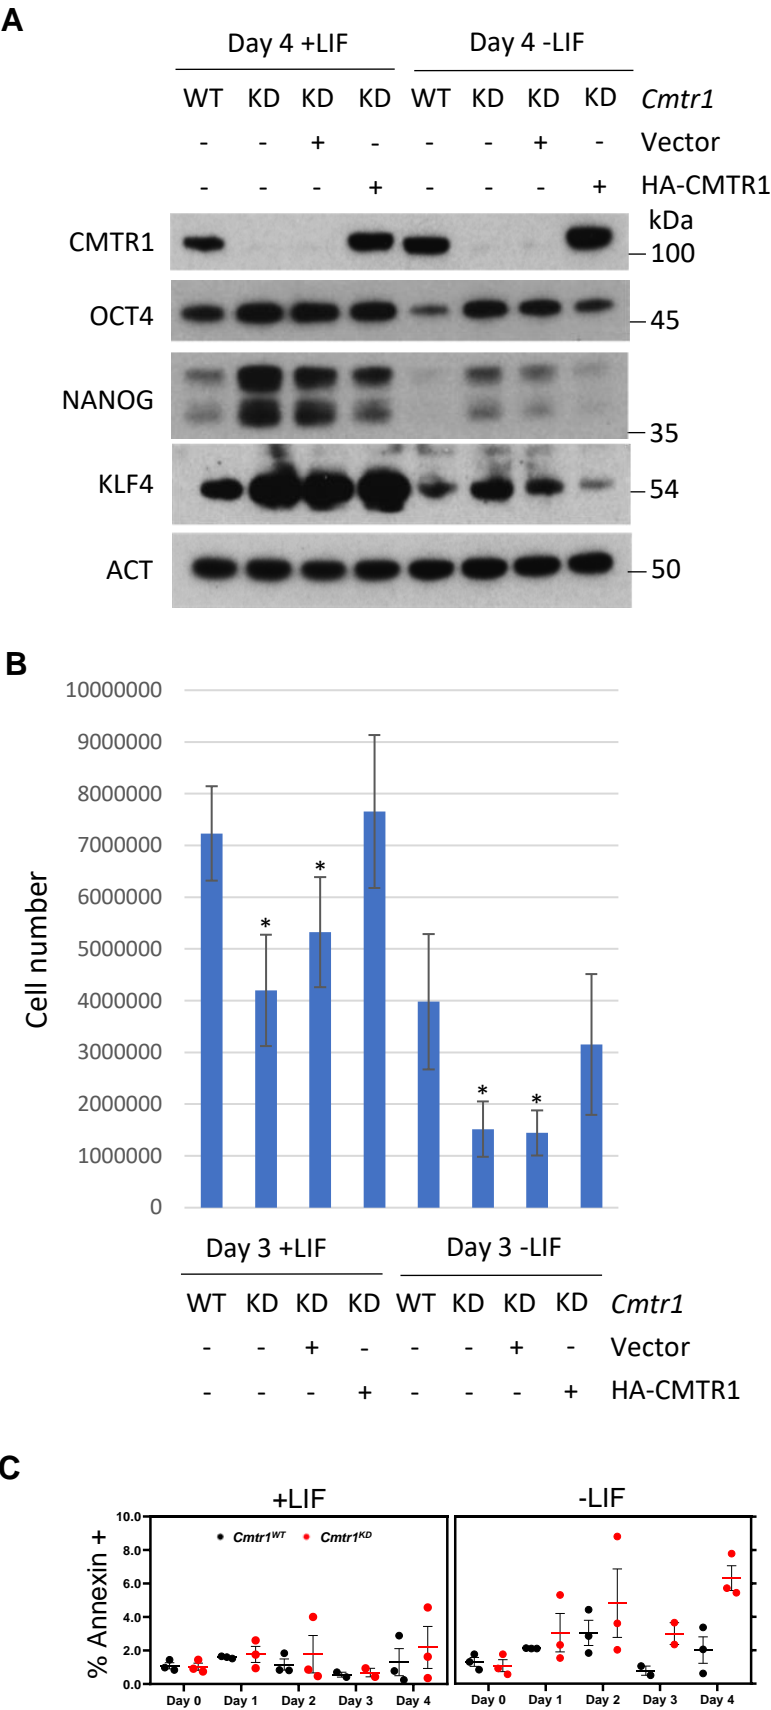

**Figure S15. Rescue of *Cmtr1*<sup>KD</sup> ESC with HA-CMTR1** *Cmtr1*<sup>KD</sup> ESC were transfected with pPYPCAGGS-HA-CMTR1 or vector control. ESC (WT) were used as a control. Following LIF withdrawal (-LIF) or control (+LIF) for 3 or 4 days, (A) western blots were performed, (B) cells were counted (n=4). T-test P value<0.05, relative to control cells for that condition, “\*”. C) ESC differentiation was induced by LIF withdrawal in *Cmtr1*<sup>WT</sup> and *Cmtr1*<sup>KD</sup> ESCs. Percentage Annexin V positive cells presented (N=3).

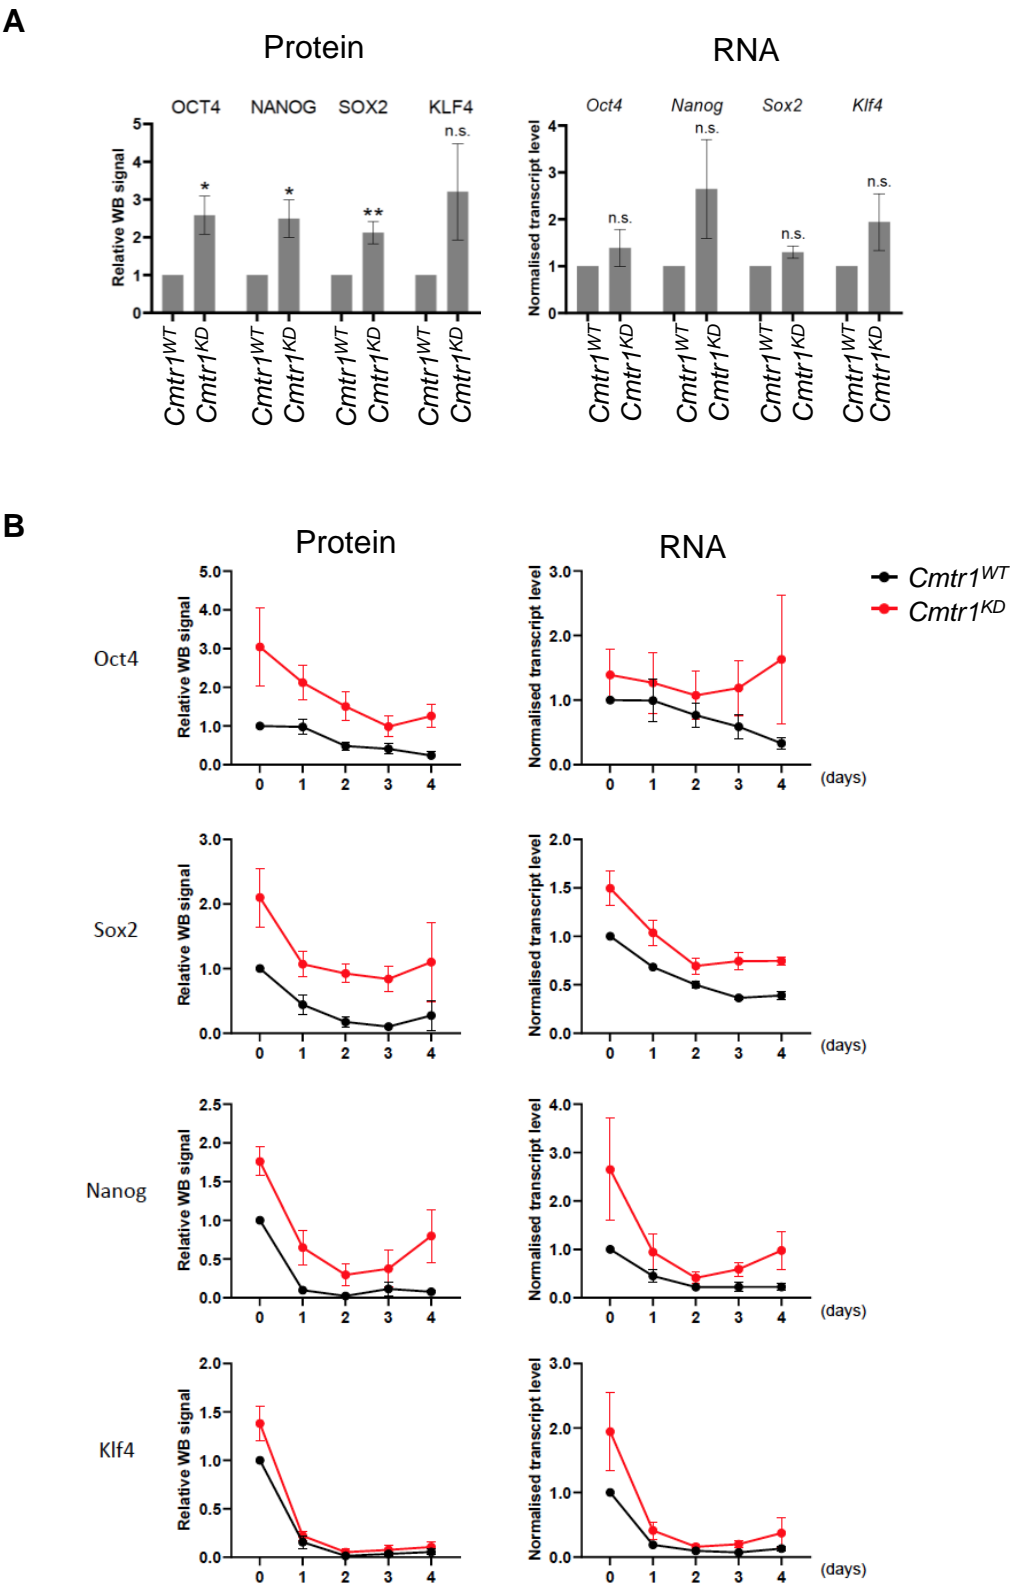

**Figure S16 Protein and RNA levels of pluripotency factors in *Cmtr1*<sup>WT</sup> and *Cmtr1*<sup>KD</sup> ESCs**

A) Log-phase *Cmtr1*<sup>WT</sup> and *Cmtr1*<sup>KD</sup> ESCs were analysed from protein content by western blot. Levels of proteins indicated were quantified using ImageJ software and normalised to Actin levels. Data is the average and SEM (N=3). RNA levels were quantified by RTPCR and normalised to Actin and Gapdh. Data is the average and SEM (N=4). B) *Cmtr1*<sup>WT</sup> and *Cmtr1*<sup>KD</sup> ESCs were cultured in the absence of LIF for 4 days. Protein and RNA analysed as above. Data is average and SEM (N=6)

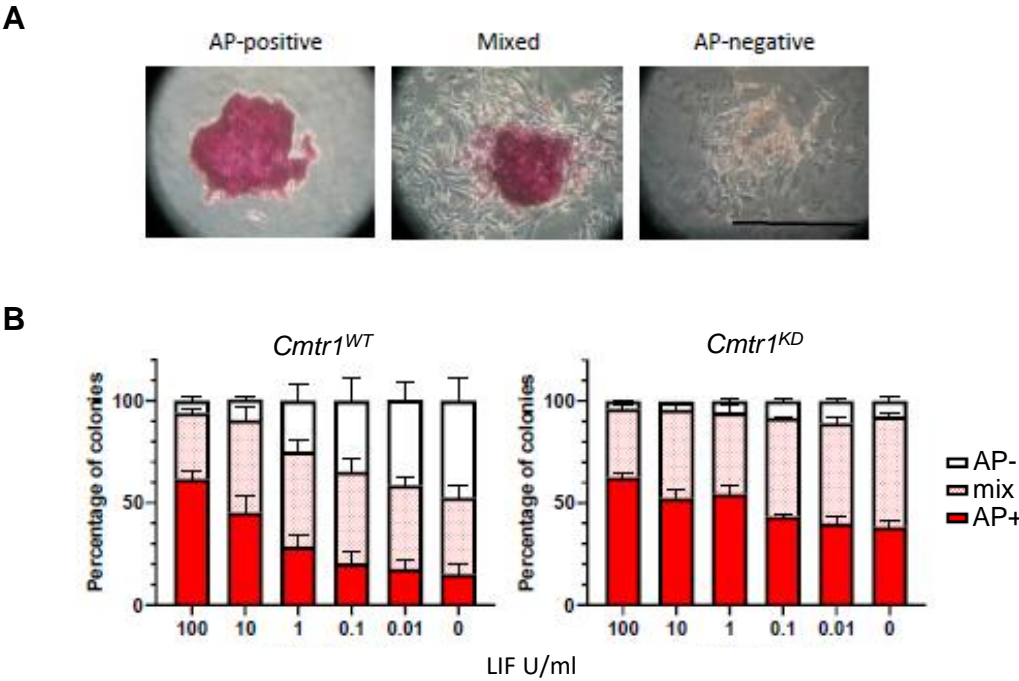

**Figure S17 Impact of LIF withdrawal on *Cmtr1<sup>WT</sup>* and *Cmtr1<sup>KD</sup>* ESCs.**

A,B) ESC were plated on gelatinised 6-well plates. After 3 days, cells were cultures in a titration of 0-100 units/ml LIF. After 6 days cells were fixed and stained for alkaline phosphatase. (A) Colonies were stained as alkaline phosphatase positive, negative or mixed. Examples provided. B) Chart of percentage of each colony type. Data presented is average and SEM (N=3).

# Supplementary material for: CMTR1 is recruited to transcription start sites and promotes ribosomal protein and histone gene expression in embryonic stem cells
**Source:** Nucleic Acids Res. 2022 Feb 25;50(5):2905–22. doi: 10.1093/nar/gkac122
**Supplement:** gkac122_Supplemental_Files

**Table S1. Summary of ChIP-seq and RNA-seq analysis of individual genes** For CMTR1 siRNA RNA-seq, analysis from two siRNAs were shown, genes with significant changes in their transcript levels after CMTR1 siRNA knockdown were labelled (fold change ≥1.5 or ≤0.67, FDR adjusted P-value ≤ 0.05). Significantly down-regulated genes were labelled as -1, significantly up-regulated genes were labelled as 1, genes without significant changes were labelled as 0.

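Of the genes in this table, 1190 were read here and 1176 tested. The paper marks 71 of them as changed with siRNA 1 and 138 with siRNA 2, of which 64 and 122 have fold changes inside the legend's limits of 0.67 and 1.5. Here 50 and 116 had an FDR of at most 0.05, and 45 and 98 of these are marked in the table. The log2 fold changes correlated with the table's at r = 1.0000, with a median difference of 0.020 for siRNA 1 and 0.025 for siRNA 2. With TMM factors the median differences were 0.0004 and 0.0005, and 49 and 105 called genes are marked in the table. With scaling by total counts, fold changes had the opposite sign to the table's for 80 and 78 genes.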

For CMTR1 and RNMT ChIP-seq, CMTR1 or RNMT-enriched genes were defined as those genes that had ChIP enrichment fold change ≥1.5, FDR adjusted P-value ≤ 0.05. For siCMTR1 RNAPII ChIP-seq, those genes with significant changes in their RNAPII levels were labelled (fold change ≥1.5 or ≤0.67, FDR adjusted P-value ≤ 0.05). Significantly down-regulated genes were labelled as -1, significantly up-regulated genes were labelled as 1, genes without significant changes were labelled as 0.

How the deposited data were processed for this re-analysis (not part of the article)

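The authors deposited counts: for each of 11 RNA-seq libraries of mouse ESCs, a whole number of reads for each of 54838 Ensembl genes. According to the methods, reads were trimmed with Cutadapt, aligned to GRCm38 with STAR, cleared of PCR duplicates with Picard and counted with featureCounts; the summary lines at the end of 10 of the 11 files are in the layout of HTSeq-count, and were set aside. They list 5314618 to 6998875 reads per library in no gene, 137308 to 164565 ambiguous reads and 787556 to 974693 reads aligned to more than 1 place. Of the gene identifiers, 54809 are in the Ensembl annotation of GRCm38 used here for symbols, biotypes, exon lengths and 3' UTRs.

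The libraries are 3 of a control siRNA and 4 each of CMTR1 siRNA 1 and siRNA 2. Genes with more than 1 CPM (counts scaled to library size) in at least 4 libraries (16073 genes) were tested with edgeR 4.0.16 (R 4.3.3) by a quasi-likelihood test on a model of the 3 groups. Libraries were scaled by total counts, because the methods state library size, and TMM factors, which ran from 0.986 to 1.012, were run as an alternative. The log2 fold changes in Supplementary Table S1 lie nearer to those with TMM factors (median difference 0.0004 and 0.0005 for the siRNAs, against 0.0205 and 0.0253 with total counts), so the study's own scaling was probably TMM; the balance of directions and the share of CMTR1-enriched genes below 0 depend on it. Adjusted p-values are Benjamini-Hochberg FDRs over all genes tested, and a gene was called at 0.05. The contrasts were each CMTR1 siRNA against control, the mean of both against control, and siRNA 2 against siRNA 1. The main setting and these alternatives were fixed before the data were examined: TMM factors, DESeq2 1.42.0, edgeR's exactTest, 2 other filters, a fit of 2 groups only, replicate number as a block, removal of a gene-length trend, the fold thresholds of Supplementary Table S1, narrower gene sets, and each replicate left out in turn. A GC trend, removal of Gm26917 from library sizes, exactTest with TMM factors, the contrast of siRNA 2 with siRNA 1 and its alternatives, and the matched lists and seed tests with their alternatives were added after the data were seen.

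Ribosomal protein genes are protein-coding genes with symbols starting in Rpl or Rps; histone genes are canonical and variant histones by symbol; pluripotency and spliceosomal genes are lists written from general knowledge, since the paper's lists are not in its text. Sets were tested with camera in limma 3.58.1, with the correlation between genes estimated from the residuals. For DESeq2 and exactTest, camera's formula was applied to each tool's own statistics, with the correlation from the main fit. Sets were also tested by two-sided exact permutation of the set means of the libraries. Its smallest p is 0.0571 for 3 against 4, 0.0286 for 4 against 4 and 0.0121 for 3 against 8. Intervals are the estimate ± 1.96 SE. Correlations with CMTR1 and RNAPII read density use the values in the part of Supplementary Table S1 used here, with 100000 permutations, or all permutations under 10 genes; 30 correlations form the family for adjustment. Matched lists were 10000 draws from the 100 nearest genes in expression, length or GC content. The shared-sequence measure is the percentage of a gene's 75-nt words, the read length, found in another gene.

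Genes were named if the paper names them, or if both siRNAs called them in the same direction, the libraries of each siRNA were separate from control, the mean log2 CPM was at least 2 and the symbol is not a provisional one. Of the 283 genes that passed, the 5 with the lowest FDR for each siRNA are given. Hba-a1, named in the paper, was below the filter.

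Seed sites are 7-mers complementary to positions 2 to 8 of the siRNA guide, in the 3' UTRs of 13122 genes. Log2 fold changes were centred in 10 bins of 3' UTR length, and the median of genes with the site, less that of genes without it, was ranked among all 7-mers of equal GC content found in at least 50 genes.

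The code was run on simulated counts of 16073 genes with 200 changed. It called 153 genes, of which 6 (3.9%) were unchanged, and recovered 82 of 100 genes changed 2-fold and 65 of 100 changed 2^0.5-fold, 73.5% of all. A simulated set shifted by −0.1 had a camera set p of 1.6e-05, and an unshifted one 0.31. Simulated counts were drawn for each gene independently, so these sets lack the correlation between genes of the real ribosomal protein set (0.227). Their p-values thus do not show how well camera finds such a shift in the real set. Simulated genes with a lowered seed site put that site at percentile 0.04, and an untouched site at 94.98. The matched lists put a simulated set shifted by −0.1 at percentile 0.00 and an unshifted one at 97.65. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.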

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

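The contrast of siRNA 2 with siRNA 1 and the seed tests were added after the data were seen, and the tests of gene length, GC content and scaling for the histone genes, the seed shares of genes that differ between the siRNAs and the counts over all 35 splits, only after those results were seen. Differences between CMTR1 siRNA 1 and siRNA 2 were examined because the siRNAs target the same gene, and single libraries because they stood apart from their replicates.

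The siRNAs differed from each other at 1196 genes with an FDR of at most 0.05 (475 lower and 721 higher with siRNA 2), more than the 751 that separate siRNA 1 from control. Among the 8 splits of the libraries of both siRNAs that part the same number of same-numbered pairs, 1 gave as many genes, the real one (1113 in the fit of these splits, the next 86), and 8 splits cannot give a share under 0.05. Of all 35 splits, too, only the real one gave as many (the next 86), and same-numbered libraries did not deviate together (mean r 0.010), so chance is a poor account of it. With replicate number as a block the difference was 1242 genes. A candidate explanation is the seed of each siRNA. Genes whose 3' UTR matches the seed of siRNA 1 were shifted down with siRNA 1 (percentile 0.22 among 7-mers of equal GC content) but not with siRNA 2 (47.10). The seed of siRNA 2 showed the converse (percentile 0.04 with siRNA 2, 51.04 with siRNA 1). Of the 421 genes lower with siRNA 2 than with siRNA 1 that have a 3' UTR, 25.2% carry the seed site of siRNA 2 against 15.5% of uncalled genes of the same 3' UTR length, and of the 664 higher ones 30.3% carry that of siRNA 1 against 15.9%. Seed matches may thus account for part of the difference, and most of these genes carry no match that would explain them. Against control, 24.7% of the genes lower with siRNA 2 carry its site, 9.9 points more than uncalled genes.

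The median histone gene was lower with siRNA 2 than with siRNA 1, but tests of the whole set did not separate the siRNAs. The camera set p was 0.157 (adjusted p = 0.695 over 7 sets), and the exact permutation p was 0.114. With replicate number as a block the camera set p was 0.139. It was under 0.05 in 1 of 8 fits with a replicate left out (0.0483, without replicate 2 of siRNA 2). Of the 69 genes, 14 passed an FDR of 0.05 (12 lower), or 29 when this list alone was adjusted. With a gene-length trend removed 67.9% of the median difference of −0.11 was kept, with a GC trend removed 75.8%, and with TMM or DESeq2 scaling at least 104.1%. With any replicate left out the median difference was at most −0.082, and with replicate number as a block it was −0.111. Of the 8 splits, 1 gave a median as far from 0 (the next −0.0836), and of all 35 splits 2 (the other −0.112). The S-phase list did not differ between the siRNAs (camera set p of 0.981). The genes with under 10% of their 75-nt words shared had a median difference of 0.015 (17 genes), against −0.121 in the 52 genes that share more. Within the 17, the 9 replication-dependent genes had −0.060 and the 8 others 0.021, so shared sequence and the kind of histone gene are mixed, and Hist2h4, with 0.0% of its words shared, had −0.140 (adjusted p = 0.0974). Shared reads may thus account for part of the difference, and this test cannot tell how much. Leaving out the histone genes with the seed site of siRNA 2 gave −0.111, but only 54 of the 69 have an annotated 3' UTR.

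Of the 36 genes named and tested, 7 differed between the siRNAs at an FDR of 0.05. Pax6 was lower with siRNA 2 than with siRNA 1 (log2 fold change −0.684, adjusted p = 0.000312), with opposite signs against control (0.38 and −0.30), and so was Hist1h3f (−0.207, adjusted p = 0.00318). The others moved the same way against control to different extents: Epop (0.233, adjusted p = 0.00266), Tubb6 (−0.177, adjusted p = 0.0288), Rbm3 (−0.269, adjusted p = 8.01e-05), Akap11 (0.210, adjusted p = 0.005) and Wsb2 (−0.284, adjusted p = 0.000388). With replicate number as a block these calls held, and Sox1 (−0.228, adjusted p = 0.0384) and Rnmt (0.166, adjusted p = 0.0459) were called too. With single replicates left out Tubb6 was called in 4 of 8 fits, Akap11 in 7 and Rnmt in 4. Pax6 carries the seed sites of siRNA 1 and of the control siRNA, and Akap11 that of the control siRNA, as do Rbbp7, Tns3 and Cmtr1 among the genes that did not differ. For these genes no biological explanation was tested.

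Both siRNAs changed 332 genes in the same direction (130 lower, 202 higher) outside the ribosomal protein, histone, pluripotency and spliceosomal sets and the genes the paper names. Inside them were 13 such genes. Only 53 of the paper's CMTR1-enriched genes were in the part of Supplementary Table S1 used here, so others of them may be among the 332. That both siRNAs are compared with the same control libraries was tested by calling genes without a control library and setting the other siRNA against that library alone. At least 72.1% (72.1 to 85.9%) then moved the same way, where the shared controls alone would give about the same number each way. Off-target effects common to both siRNAs, such as those of the control siRNA, were tested by its seed: matching genes were higher with both siRNAs (percentiles 98.82 and 98.57), so some of these genes may reflect release from the control siRNA.

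Single libraries stood apart from their replicates in 6 of the 90 groups of named genes and library measures, where about 4.5 are expected by chance at Dixon's limit for 4 values. The Gm26917 share of counts was 6.338% in replicate 1 of siRNA 1 against 5.502 to 5.63% (Dixon's ratio 0.847). In the same library Rps9 was at 519.7 CPM against 541.6 to 544.7 (0.879). Camk2a was at 5.881 in replicate 4 of siRNA 1 against 4.226 to 4.304 (0.953), and Pax6 at 16.33 in replicate 2 of siRNA 1 against 12.41 to 12.91 (0.873). Rbm3 was at 178.9 in replicate 4 of siRNA 2 against 163.1 to 165.7 (0.834), and Akap11 at 202.1 in replicate 1 of siRNA 2 against 173.6 to 174 (0.984). No biological explanation was tested for these values, and no library was left out because of them.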

How the results depend on the processing

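The alternatives that remove a GC trend or Gm26917, and those for siRNA 2 against siRNA 1, for the mean of both siRNAs over gene sets, for matched lists and for seeds, were chosen only after the results were seen.

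Counts of genes with an FDR of at most 0.05 changed most with the fold threshold of Supplementary Table S1. They fell to 113 with siRNA 1, 330 with siRNA 2, 147 for the mean of both and 209 between the siRNAs. DESeq2 gave 958 with siRNA 2 and 740 between the siRNAs. With single replicates left out the counts ranged from 355 to 852 with siRNA 1, 807 to 1658 with siRNA 2, 499 to 1223 for the mean and 724 to 1365 between the siRNAs.

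The set p of the ribosomal protein genes crossed 0.05 in some alternatives. With DESeq2 it came from camera's formula applied to DESeq2's own statistics. The median of these genes was below 0 in all of its alternatives. With siRNA 1 it was −0.089 with DESeq2 (set p 0.0331). With siRNA 2 it was −0.108 with DESeq2 (0.0183) and −0.086 without Gm26917 in the library sizes (0.0471), and ranged from −0.091 to −0.063 with single replicates left out. Of these 7 fits, 1 had a set p under 0.05 (0.0422, without replicate 1 of siRNA 2). For the mean of both siRNAs the median was −0.103 with DESeq2 (0.0139) and −0.079 without the S6 kinases and Rps19bp1 (0.046). With replicates left out it was −0.083 to −0.062. Of these 11 fits, 3 had a set p under 0.05: 0.0454 without replicate 3 of siRNA 1, and 0.0376 and 0.0457 without replicates 1 and 3 of siRNA 2. With the block the set p was not under 0.05 for either siRNA or their mean (−0.068 with siRNA 1, set p 0.19).

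For the pluripotency genes with siRNA 2 the set p was under 0.05 with DESeq2 (−0.121, 0.00905), without the filter (−0.092, 0.0429), with replicate number as a block (−0.10, 0.0354) and without Gm26917 (−0.099, 0.0301). Replicates left out gave medians of −0.105 to −0.076, and 1 of these 7 fits had a set p under 0.05 (0.0394, without control replicate 1). The spliceosomal median with siRNA 2 fell below 0 with TMM factors (−0.005), DESeq2 (−0.009) and the length (−0.010) and GC (−0.015) corrections.

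The count of ribosomal protein genes below 0 stayed between 80 and 90 over these alternatives, and at 77 or more with replicates left out. That of histone genes stayed between 21 and 32 with siRNA 1 and between 50 and 56 with siRNA 2 (20 to 30 and 50 to 54 with replicates left out). The median difference of the histone genes between the siRNAs ranged from −0.144 to −0.082 with replicates left out.

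The share of CMTR1-enriched genes below 0 with siRNA 1 rose to 66.0% with TMM factors, the length correction or the GC correction, and to 67.9% with DESeq2. The correlation between the siRNAs was 0.586 with replicate number as a block and 0.521 to 0.640 with replicates left out. The correlation of fold change with RNAPII density over CMTR1-enriched genes ranged from −0.464 to −0.356 with siRNA 1 and −0.263 to −0.117 with siRNA 2.

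Of 486 alternatives for 70 log2 fold changes of 35 named genes other than Cmtr1, 467 gave the same direction and call, 10 a weaker result, 2 a stronger one and 7 the opposite sign. The sign changed for Rnmt with siRNA 1 (−0.004 with the block), Dhx15 with siRNA 2 (−0.016 with TMM, −0.020 with DESeq2, −0.007 with the block, −0.027 with the length correction), Poldip3 with siRNA 1 (0.021 with the block) and Sox1 with siRNA 2 (−0.001 with the length correction). An FDR of 0.05 was lost in some alternatives by Rnmt, Dnmt3b and Hist2h2bb with siRNA 2 and Pou5f1 with siRNA 1, and reached by Gapdh with siRNA 2 (DESeq2, −0.121) and Sox1 with siRNA 1 (the block, 0.340). Cmtr1 kept its direction and was not called in any of its alternatives.

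With single replicates left out, 440 of 490 values for these genes kept direction and call, 29 were weaker, 3 stronger and 18 reversed. The genes whose range spans 0 are Rnmt with siRNA 1 (−0.001 to 0.093), Pou5f1 with siRNA 2 (−0.067 to 0.004), Dhx15 with siRNA 1 (−0.053 to 0.007) and siRNA 2 (−0.019 to 0.040), Srsf2 with siRNA 2 (−0.032 to 0.027), Ramac with siRNA 1 (−0.125 to 0.072), Poldip3 with siRNA 1 (−0.015 to 0.008), T with siRNA 1 (−0.157 to 0.040) and Sox1 with siRNA 2 (−0.042 to 0.134). The call was lost in at least 1 of these fits by Dnmt3b, Hist1h2ai, Hist2h2bb, Rnmt, Rpl10a and Rps9 with siRNA 2 and by Pou5f1 and Wsb2 with siRNA 1.

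Of 44 alternatives for the percentiles of matched lists and seeds, 43 gave the same result. The histone median with siRNA 2 rose from percentile 0.07 to 3.83 with the GC correction, the 1 counted as weaker. It also rose to 2.35 with the length correction, which was counted as the same. The p53-target median ranged from 0.081 to 0.127 over its alternatives.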

Differences from the paper's values

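The exactTest with TMM factors and the removal of Gm26917 were chosen only after the values were seen; the other settings here were set before the data were examined.

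With CMTR1 siRNA 1, 24 of 69 histone genes had a log2 fold change below 0, against the paper's 54 of 68. None of the alternatives set before the data were examined closed the gap; they gave 20 to 32 genes, the most with DESeq2. The paper's text does not name the siRNA behind its counts. The legend of Supplementary Figure S14 presents siRNA 1 as a different siRNA, which reads as siRNA 2 in the main figure, and with siRNA 2 the count here was 54 of 69. The gap with siRNA 1 may thus be no difference from the paper's count.

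The paper states that histone genes were significantly repressed. With siRNA 1 the median log2 fold change of the histone genes was 0.026, and 2 of 69 had an FDR of at most 0.05, both higher. With siRNA 2 the median was −0.093, and 6 genes were lower at that FDR and 5 higher. This list holds variant histones too. The 58 replication-dependent genes had medians of 0.024 and −0.104 (camera set p of 0.967 and 0.161). Of them, 0 passed that FDR with siRNA 1 and 8 with siRNA 2, 6 of these lower.

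The paper states the same of the ribosomal protein genes. Their camera set p was 0.0906 with siRNA 1 and 0.0678 with siRNA 2. Without Gm26917 in the library sizes, a setting chosen after the values were seen, it was 0.0471 with siRNA 2. Camera's formula applied to DESeq2's own statistics, a different input, gave 0.0331 and 0.0183. Other tests were nearer to the statement: every siRNA library was below every control library (exact permutation p = 0.0571 for each siRNA and p = 0.0121 for both pooled, the smallest possible), and 4 and 21 of 95 genes were lower at an FDR of 0.05 and none higher.

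The paper states that the fold changes of ribosomal protein genes correlate with their CMTR1 binding. In the 12 such genes used here, r was 0.524 with siRNA 1 and −0.621 with siRNA 2. Neither passed adjustment (permutation p = 0.082 and p = 0.033, adjusted p = 0.18 and adjusted p = 0.11 over 30 correlations). These 12 genes cannot stand against the paper's larger set.

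The paper states that the fold changes of pluripotency genes do not correlate with CMTR1 or RNAPII binding. In the 7 such genes used here r with CMTR1 density was −0.685 with siRNA 1 and −0.830 with siRNA 2, and with RNAPII density −0.635 and −0.608. None of the 4 passed adjustment (exact permutation p = 0.086, 0.014, 0.12 and 0.15; adjusted p = 0.18 and adjusted p = 0.06 for CMTR1), and 7 genes cannot stand against the paper's larger set.

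Supplementary Table S1 marks 26 genes with siRNA 1 and 40 with siRNA 2 that were not called here, out of the paper's 71 and 138. With TMM factors in place of library size, 49 and 105 of the marked genes were called, against 45 and 98; with exactTest and TMM factors, a setting chosen after the values were seen, 60 and 112 were called. Removing a gene-length trend gave 56 and 107, exactTest 49 and 100, a fit of only the 2 groups compared 54 and 96, replicate number as a block 48 and 87, and DESeq2 34 and 80. The legend of that table gives fold thresholds, and 64 and 122 of the marked genes lie inside them.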

Other observations

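The tests of gene length, GC content and Gm26917 for the ribosomal protein genes, of read number and exon sharing for Cmtr1, of scaling for the balance of directions, and the counts over all 35 splits were chosen only after the results were seen.

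The Cmtr1 RNA was lower by little with each siRNA (log2 fold change −0.088 and −0.25). The number of reads limits the estimate, but the lower end of the 95% interval, −0.457 with siRNA 2, still leaves out a halving. Labels that do not match the siRNA transfected were tested by the seeds: between the siRNA libraries each seed site was at the extreme that its own siRNA gives, at percentile 99.78 for siRNA 1 and 0.07 for siRNA 2 with siRNA 2 set against siRNA 1, the weaker being 0.22 from its end. Reads lost to exons shared with other genes could lessen a fall only if those exons fell more; the readthrough gene Gm28043, which holds both target sites, had −0.092 and 0.024, and cannot settle it. Counting without regard to strand would remove reads where Ccdc167 lies antisense: 73 protein-coding genes mostly under antisense exons had a median of 0.0751 CPM, against 3.15 in 18004 genes without any. These groups were not matched for expression. Gm28043 and Hist2h2bb have 0.0% of their exon sequence free of other genes on either strand. They still held 24 to 50 and 445 to 580 reads per library, which goes against such counting. Gm28052, with 0.0% free on its own strand too, held 0. How strand was handled is thus not settled. Loss of such reads would lower the count of Cmtr1 in every library, and would lessen its fall only if the parts lost fell more than those kept, which was not tested. Cmtr1 also carries the seed site of the control siRNA, whose matching genes were higher with both CMTR1 siRNAs (below), so release from the control siRNA may lessen its fall; this was not tested for Cmtr1 alone.

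Ribosomal protein genes were lower with both siRNAs. With a gene-length trend removed at least 85.3% of their distance from the median of all genes was kept, with a GC trend removed 92.2%. Leaving Gm26917 out of the library sizes kept 99.4%, which is fixed in advance because it rescales all genes of a library alike, so it is no test of that gene. Lists matched on expression gave a percentile of at most 0.00, which speaks to the level of expression only, since such lists lack the correlation between the genes of the set (0.227). The 31 genes with under 10% of words shared had a median of at most −0.069. The slope of the set mean on library size within groups gives 9.8% of the difference or less. The real grouping gave the lowest median of 8 splits for each siRNA, 1 of 8 (−0.0653 with siRNA 1, the next −0.0593; −0.0794 with siRNA 2, the next in size 0.0646), and 8 splits cannot give a share under 0.05. Same-numbered libraries did not deviate together (mean r 0.010), and of all 35 splits 2 were as far from 0 for each siRNA (the other 0.0667 and 0.0840, higher), none of the others as low (lowest −0.0593 and −0.0667). With both siRNAs pooled it was 1 of 27 (−0.0746, the next −0.0665). With replicate number as a block the medians were −0.068 and −0.082. For each siRNA alone the splits do not settle whether chance could give the pattern, the pooled splits speak against it, and both siRNAs are set against the same 3 control libraries. A lower level of ribosomal protein RNA after CMTR1 siRNA is a hypothesis that may hold for both siRNAs, at a median change of −4.4% and −5.4%, and its camera set p was 0.0906 and 0.0678.

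The histone medians gave 3 of 8 splits as large with siRNA 1, 1 of 8 with siRNA 2 (−0.0935, the next −0.0658) and 15 of 27 with both pooled. For counts of called genes, 1 of 8 splits was as large with siRNA 1 (873 genes in the real split, the next 127) and 1 of 8 with siRNA 2 (1485, the next 223). With both siRNAs pooled it was 1 of 27 (489, the next 187). Of all 35 splits, the histone medians were as large in 9 with siRNA 1 and 4 with siRNA 2, and the counts in 1 for each siRNA (the next 498 and 541). The other splits mix control and siRNA libraries, the 8 while parting as many same-numbered pairs; with the block, the counts were 840 and 1486.

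More genes were higher than lower with each siRNA (57.9% and 63.4% of calls). With TMM factors the share of higher calls fell by at least 11.5 points, to 46.4% and 49.8%. TMM centres the fold changes, so the share must move toward even, and the counts cannot tell whether the excess of higher genes is real or comes from the scaling.

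The log2 fold changes of the siRNAs correlated across genes, in part because they share control libraries: with 1 control library for each siRNA, the median r was 0.713 when it was shared and 0.152 when it was not, and 0.198 with 1 library against the other 2. A single control library adds noise that lowers r where it is not shared and raises r where it is, so these values do not give the size of a common response.

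Genes with the 3' UTR site of an siRNA seed were lower with that siRNA: siRNA 1 (1812 genes, percentile 0.22, shift −0.0275, 2 of 896 7-mers as low) and siRNA 2 (2014 genes, percentile 0.04, shift −0.0268, 1 of 2688). For the control siRNA they were higher with both CMTR1 siRNAs (percentiles 98.82 and 98.57, shifts 0.0212 and 0.0210). These shifts are those that off-target effects through the seed of each siRNA would give. Of genes lower with siRNA 1, 27.2% have its site against 15.9% of uncalled genes, so most lower genes have none. Fgf4, Rps27, Dnmt3b, Dhx15 and Sox17 carry the site of siRNA 2 and Rnmt and Pax6 that of siRNA 1. Fgf4 did not differ between the siRNAs (0.093, adjusted p = 0.38), so there is no sign of an added effect of siRNA 2 on it, and for no single gene was a seed effect tested.

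Interferon-stimulated genes (33) had medians of −0.052 and 0.035 (camera set p of 0.27 and 0.947), and no shift was found. p53 targets (29) had medians of 0.105 and 0.110 (set p of 0.293 and 0.355), though all siRNA libraries had a set mean above all control libraries (exact permutation p = 0.0571 for each siRNA and p = 0.0121 for both pooled, each the smallest possible), and 5 and 12 of them were called, 4 and 10 higher. The tests thus differ, and a shift is left open. With replicate number as a block the p53 medians were 0.111 and 0.127.

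Among the other genes named in the paper, Rnmt and Dnmt3b were called with siRNA 2. Rnmt had log2 fold changes of 0.035 and 0.20 (adjusted p = 0.835 and adjusted p = 0.0251), Ramac −0.017 and 0.12, Dnmt3b −0.034 and −0.13 (adjusted p = 0.75 and adjusted p = 0.0497), Dhx15 −0.024 and 0.009, Srsf2 −0.033 and −0.007, Poldip3 −0.002 and 0.12, Actb 0.032 and 0.12, Chek1 −0.055 and −0.066, and Camk2a 0.23 and 0.30. Of the markers of differentiation, Sox1 had 0.26 and 0.028 (adjusted p = 0.129 and adjusted p = 0.905; 0.34, adjusted p = 0.00515, with siRNA 1 and replicate number as a block), Sox17 0.32 and −0.40 (adjusted p = 0.693 and adjusted p = 0.555) and T −0.069 and −0.63 (adjusted p = 0.939 and adjusted p = 0.189).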
